# The Functional Redundancy of Neddylation E2s and E3s in Modulating the Fitness of Regulatory T Cells

**DOI:** 10.34133/research.0212

**Published:** 2023-08-18

**Authors:** Di Wu, Yi Sun

## Abstract

Neddylation is necessary for activation of Cullin-RING ligases (CRLs), which degrade various immune regulatory proteins. Our recent study showed that while depletion of neddylation E2–E3 pair Ube2f-Sag in regulatory T (T_reg_) cells had no obvious phenotype, the same depletion of either Ube2m or Rbx1 caused inflammation disorders with different severity. Whether these E2s or E3s compensate each other in functional regulations of T_reg_ cells is, however, previously unknown. In this report, we generated *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ or *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ double-null mice by simultaneous deletion of both neddylation E2s or E3s in T_reg_ cells, respectively. Remarkably, *Ube2m&Ube2f* double-null mice developed much severe autoimmune phenotypes than did *Ube2m*-null mice, indicating that *Ube2m* markedly compensates *Ube2f* in T_reg_ cells. The minor worsened autoimmune phenotypes seen at the very early stage in *Rbx1&Sag* double-null than *Rbx1*-null mice is likely due to already severe phenotypes of the later, indicating a minor compensation of *Rbx1* for *Sag*. The RNA profiling-based analyses revealed that up- and down-regulations of few signaling pathways in T_reg_ cells are associated with the severity of autoimmune phenotypes. Finally, severer inflammation phenotypes seen in mice with double E3-null than with double E2-null T_reg_ cells indicate a neddylation-independent mechanism of 2 E3s, also known to serve as the RING component of CRLs in regulation of T_reg_ cell fitness.

## Introduction

Neddylation, a ubiquitination-like process, is catalyzed by an enzyme cascade, consisting of NEDD8 E1 activation enzyme, NEDD8 E2 conjugating enzyme, and NEDD8 E3 ligases. In mammalian cells, the heterodimer of NEDD8 activating enzyme E1 subunit 1 (NAE1/APPBP1) and ubiquitin like modifier activating enzyme 3 (UBA3/NAEβ) is the only one E1 found; ubiquitin conjugating enzyme E2 M (UBE2M, also known as UBC12) and ubiquitin conjugating enzyme E2 F (UBE2F) are 2 known E2s. Among over a dozen of E3s, Ring-box 1 (RBX1) and Ring-box 2 (RBX2, also known as SAG/RNF7/ROC2) are most well studied for cullin neddylation [1,2].

**Fig. 1.**
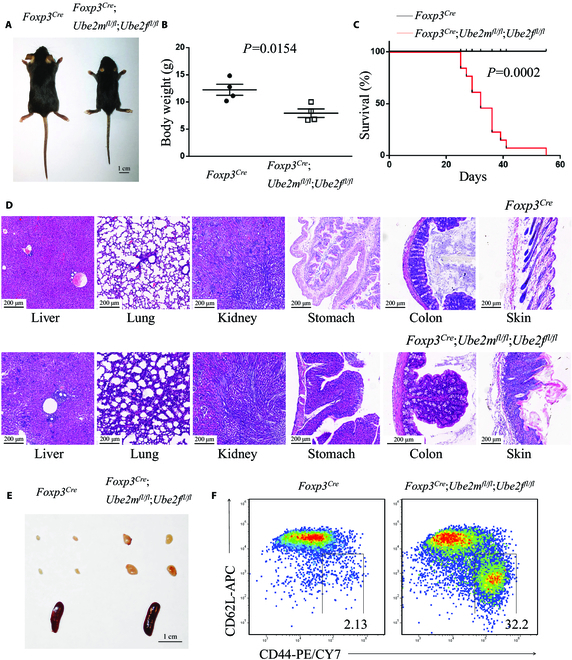
Deletion of *Ube2m* and *Ube2f* in T_reg_ cells leads to an early-onset fatal inflammatory disorder. (A) Representative images of *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice (p20, scale bar =1 cm). (B) Gross body weight of *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice (*n* = 4). (C) Survival curves of *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice (*n* = 13). (D) H&E staining of multiple organs from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice (p19 to p20, scale bar = 200 μm). (E) Representative images of the peripheral lymph nodes (top) and spleen (bottom) from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice (p22, scale bar = 1 cm). (F) Expression of CD44 and CD62L in T_con_ cells from peripheral lymph nodes of *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice (p21).

**Fig. 2.**
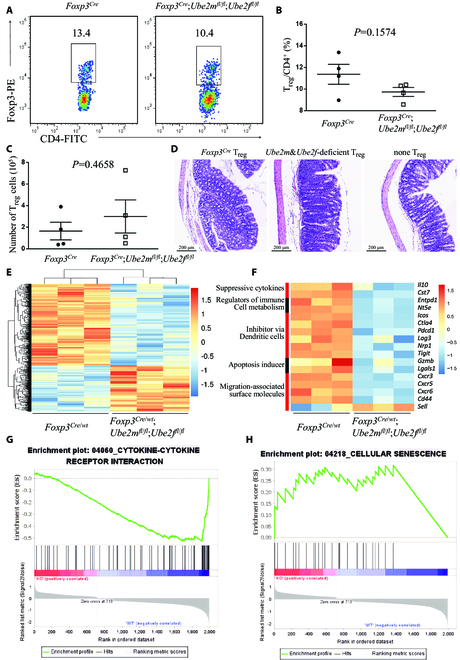
Impaired suppressive function of *Ube2m*&*Ube2f*-deficient T_reg_ cells. (A) Expression of Foxp3 in CD4^+^ T cells in peripheral lymph nodes from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice at p20. (B) T_reg_/CD4^+^ ratios in peripheral lymph nodes from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice (p19 to p21, *n* = 4). (C) T_reg_ cell numbers in peripheral lymph nodes from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice (p19 to p21, *n* = 4). (D) Representative images of distal colon after H&E staining (scale bar = 200 μm). (E) Unsupervised cluster analysis of the transcriptional alterations in *Ube2m*&*Ube2f*-deficient T_reg_ cells compared to the *Foxp3*^*Cre*^ control T_reg_ cells with Fc > 1.5 and *P* < 0.05. (F) Differentially expressed genes related to T_reg_ cell function in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*/*wt*^ and *Foxp3*^*Cre*/*wt*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice, determined by transcriptional profiling with Fc > 1.5 and *P* < 0.05. (G) Gene set enrichment analysis (GSEA) of cytokine–cytokine receptor interaction genes in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*/*wt*^ and *Foxp3*^*Cre*/*wt*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice, determined by transcriptional profiling with Fc > 1.5 and *P* < 0.05. (H) GSEA of cellular senescence genes in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*/*wt*^ and *Foxp3*^*Cre*/*wt*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice, determined by transcriptional profiling with Fc > 1.5 and *P* < 0.05.

**Fig. 3.**
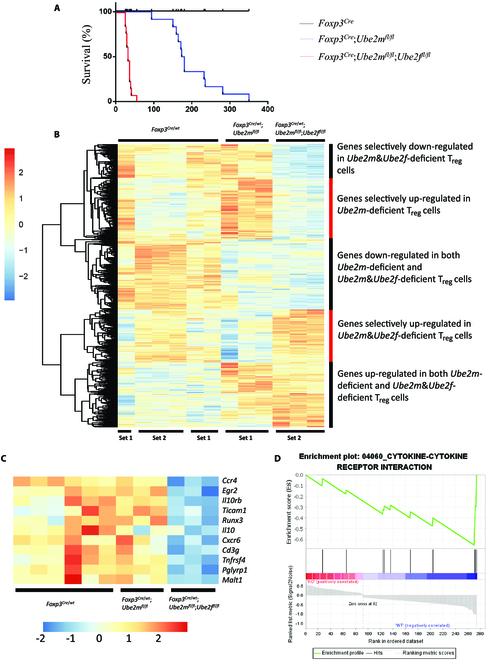
Enhanced inflammation phenotype and transcription alteration caused by *Ube2m*&*Ube2f* deficiency compared to *Ube2m* deficiency in T_reg_ cells. (A) Survival curves of *Foxp3*^*Cre*^, *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^ [15], and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice. (B) Unsupervised cluster analysis of the transcriptional alterations in *Ube2m*&*Ube2f*- and *Ube2m*-deficient T_reg_ cells compared to the *Foxp3*^*Cre*^ control T_reg_ cells. (C) Genes related with T_reg_ cell function or regulation, and also down-regulated in *Ube2m*&*Ube2f*-deficient, but not *Ube2m*-deficient, T_reg_ cells. (D) GSEA of cytokine–cytokine receptor interaction genes altered in *Ube2m*&*Ube2f*-deficient, but not *Ube2m*-deficient, T_reg_ cells.

**Fig. 4.**
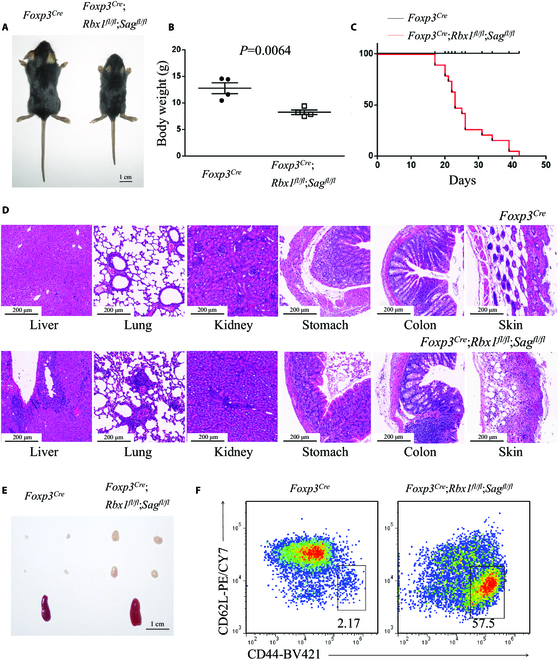
Deletion of *Rbx1* and *Sag* in T_reg_ cells leads to an early-onset fatal inflammatory disorder. (A) Representative images of *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (p19, scale bar =1 cm). (B) Gross body weight of *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (*n* = 4). (C) Survival curves of *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (*n* = 19). (D) H&E staining of multiple organs from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (p20 to p21, scale bar = 200 μm). (E) Representative images of the peripheral lymph nodes (top) and spleen (bottom) from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (p19, scale bar = 1 cm). (F) Expression of CD44 and CD62L in T_con_ cells from peripheral lymph nodes of *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (p20).

**Fig. 5.**
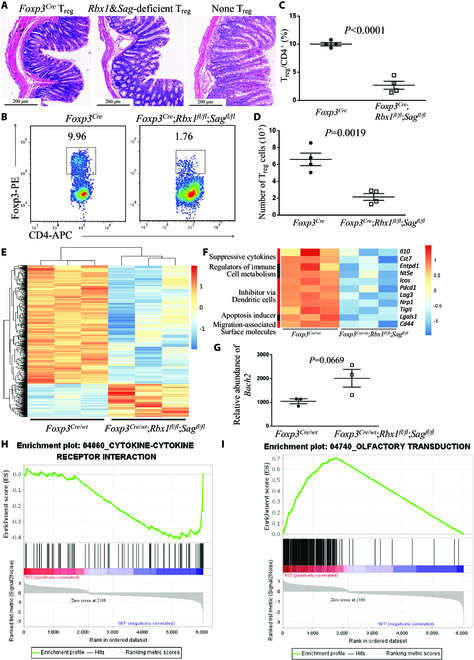
Impaired suppressive function of *Rbx1*&*Sag*-deficient T_reg_ cells. (A) Representative images of distal colon after H&E staining (scale bar = 200 μm). (B) Expression of Foxp3 in CD4^+^ T cells in peripheral lymph nodes from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice at p20. (C) T_reg_/CD4^+^ ratios in peripheral lymph nodes from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (p19 to p20, *n* = 4). (D) T_reg_ cell numbers in peripheral lymph nodes from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (p19 to p20, *n* = 4). (E) Unsupervised cluster analysis of the transcriptional alterations in *Rbx1*&*Sag*-deficient T_reg_ cells compared to the *Foxp3*^*Cre*^ control T_reg_ cells with Fc > 1.5 and *P* < 0.05. (F) Differentially expressed genes related to T_reg_ cell function in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*/*wt*^ and *Foxp3*^*Cre*/*wt*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice, determined by transcriptional profiling with Fc > 1.5 and *P* < 0.05. (G) Relative abundance of *Bach2* mRNA in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*/*wt*^ and *Foxp3*^*Cre*/*wt*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice, determined by transcriptional profiling. (H) GSEA of cytokine–cytokine receptor interaction genes in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*/*wt*^ and *Foxp3*^*Cre*/*wt*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice, determined by transcriptional profiling with Fc > 1.5 and *P* < 0.05. (I) GSEA of olfactory transduction genes in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*/*wt*^ and *Foxp3*^*Cre*/*wt*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice, determined by transcriptional profiling with Fc > 1.5 and *P* < 0.05.

**Fig. 6.**
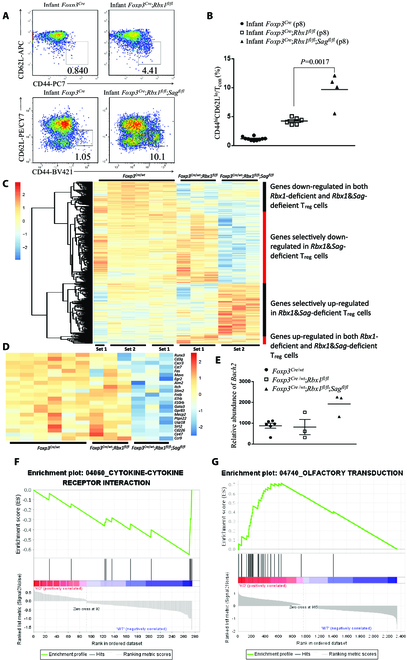
Enhanced inflammation phenotype and transcription alteration caused by *Rbx1*&*Sag* deficiency compared to *Rbx1* deficiency in T_reg_ cells. (A) Expression of CD44 and CD62L in T_con_ cells from peripheral lymph nodes of infant *Foxp3*^*Cre*^, *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^, and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (p8). The upper panel was cited from our previous study [15] for comparison purpose. (B) Proportion of CD44^hi^CD62^lo^ effector/memory cells among T_con_ cells in peripheral lymph nodes from infant *Foxp3*^*Cre*^, *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^, and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (p8). (C) Unsupervised cluster analysis of the transcriptional alterations in *Rbx1*&*Sag*- and *Rbx1*-deficient T_reg_ cells compared to the *Foxp3*^*Cre*^ control T_reg_ cells. (D) Genes related with T_reg_ cell function or regulation, and also down-regulated in *Rbx1*&*Sag*-deficient, but not *Rbx1*-deficient, T_reg_ cells. (E) Relative abundance of *Bach2* mRNA in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*/*wt*^, *Foxp3*^*Cre*/*wt*^;*Rbx1*^*fl*/*fl*^, and *Foxp3*^*Cre*/*wt*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice, determined by transcriptional profiling. (F) GSEA of cytokine–cytokine receptor interaction genes altered in *Rbx1*&*Sag*-deficient, but not *Rbx1*-deficient, T_reg_ cells. (G) GSEA of olfactory transduction genes altered in *Rbx1*&*Sag*-deficient, but not *Rbx1*-deficient, T_reg_ cells.

**Fig. 7.**
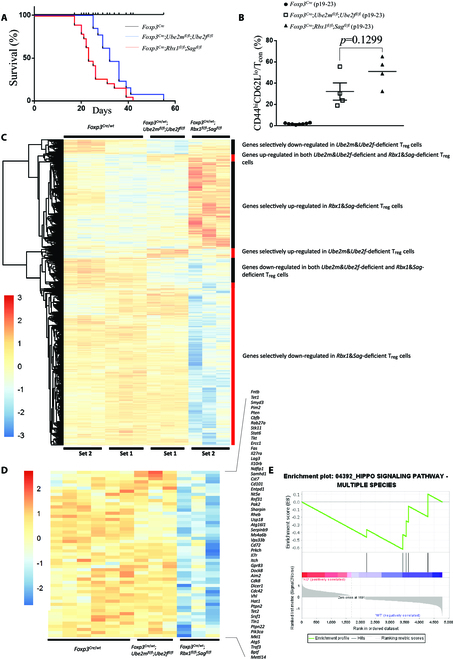
Enhanced inflammation phenotype and transcription alteration caused by *Rbx1*&*Sag* deficiency compared to *Ube2m*&*Ube2f* deficiency in T_reg_ cells. (A) Survival curves of *Foxp3*^*Cre*^, *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^, and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice; *P* = 0.0350 between the survivals of *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice. (B) Proportion of CD44^hi^CD62^lo^ effector/memory cells among T_con_ cells in peripheral lymph nodes from *Foxp3*^*Cre*^, *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^, and *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice (p19 to p23). (C) Unsupervised cluster analysis of the transcriptional alterations in *Ube2m*&*Ube2f*- and *Rbx1*&*Sag*-deficient T_reg_ cells compared to the *Foxp3*^*Cre*^ control T_reg_ cells. (D) Genes related with T_reg_ cell function or regulation, and also down-regulated in *Rbx1*&*Sag*-deficient, but not in *Ube2m*&*Ube2f*-deficient, T_reg_ cells. (E) GSEA of Hippo signaling pathway altered in *Rbx1*&*Sag*-deficient, but not *Ube2m*&*Ube2f*-deficient, T_reg_ cells.

Cullin-RING ligases (CRLs) are the largest E3 ubiquitin ligase family, consisting of 4 subunits: (a) scaffold cullins, (b) adaptor proteins, (c) RING component (RBX1/2), and (d) substrate-recognizing receptor. There are 8 members of cullin family, including cullin-1 to cullin-3, cullin-4A and cullin-4B, cullin-5, cullin-7, and cullin-9, with cullin-1 to cullin-5 being most well studied, which are physiological substrates of neddylation. Cullin neddylation triggers the conformation change, leading to activation of CRLs [3]. The UBE2M-RBX1 E2–E3 pair catalyzes neddylation of cullin-1 to cullin-4, while the UBE2F-RBX2/SAG axis catalyzes cullin-5 neddylation [4]. In addition, RBX1 and RBX2/SAG also act as the RING component of cullin-1 to cullin-4 and cullin-5, respectively, for targeted ubiquitylation and subsequent proteasome degradation of numerous substrates [5–7]. Thus, RBX1 and RBX2/SAG are dual E3s for both neddylation and ubiquitylation mediated by CRLs.

Our previous studies revealed that during mouse embryonic development, Rbx1 and Sag/Rbx2 are functional nonredundant, since in mice total knockout of *Rbx1* or *Sag* leads to embryonic lethality at different stage with different mechanism [8,9]. Although whether Ube2m or Ube2f is also functionally redundant during development is currently unknown, the fact that neddylation of cullin-1 to cullin-4 versus cullin-5 by the Ube2m-Rbx1 pair versus the Ube2f-Sag pair [4] strongly suggests their functional independency. On the other hand, we recently showed a cross-talk between UBE2M and UBE2F, 2 neddylation E2s, in which UBE2M serves as a ubiquitylation E2 to promote ubiquitylation of UBE2F for proteasome degradation [10]. Whether there is a cross-talk between RBX1 and SAG remains unknown.

Regulatory T (T_reg_) cells are a suppressive subpopulation of CD4^+^ T lymphocytes, and transcription factor Foxp3 is the master marker of T_reg_ cells [11–13]. T_reg_ cells are essential for immune homeostasis, which is illustrated by the early-onset fatal inflammation caused by depletion of T_reg_ cells [14]. We recently investigated the role of neddylation-CRL system in T_reg_ cells using *Foxp3*^*Cre*^-*LoxP* system by generating 4 conditional knockout mouse models with deletion in T_reg_ cells of 2 neddylation E2s, *Ube2f* or *Ube2m*, or 2 dual E3s, *Sag* or *Rbx1*, individually [15]. Interestingly, mice with the deletion of *Ube2f* or *Sag* in T_reg_ cells had no visible phenotype, indicating that the Ube2f-Sag axis plays little, if any, role in regulation of T_reg_ cells under physiological condition. Meanwhile, mice with the deletion of *Ube2m* or *Rbx1* in T_reg_ cells suffered from severe autoimmune inflammatory phenotypes, indicating the functional requirement of the Ube2m-Rbx1 axis in T_reg_ cells [15]. The fact that much severer phenotypes are observed in Rbx1-null mice than in Ube2m-null mice indicates a neddylation-independent role of Rbx1 in T_reg_ cells. However, it is still unknown whether 2 neddylation E2s or E3s are redundant in functional regulation of T_reg_ cells.

In this study, we addressed this functionally redundant question by generating T_reg_ double knockout mouse models of 2 E2s, *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^, or 2 E3s, *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^, for simultaneous depletion of Ube2m and Ube2f or Rbx1 and Sag in T_reg_ cells, respectively. Both T_reg_ cell double knockout mice developed severe autoimmune disorders with an early-onset fatality. Given that Ube2f deletion in T_reg_ cells had no phenotype, much severe autoimmune phenotypes in *Ube2m&Ube2f* double deletion than in *Ube2m* single deletion in T_reg_ cells indicate that Ube2m compensates the function of Ube2f in T_reg_ cells. On the other hand, minor increased severity in T_reg_ *Rbx1&Sag* double deletion than *Rbx1* single deletion suggests a major role of Rbx1 in regulation of T_reg_ cell function. Furthermore, a greater severity in autoimmune phenotypes of mice with *Rbx1*&*Sag* deficiency than *Ube2m*&*Ube2f* deficiency in T_reg_ cells suggests a neddylation-independent function of Rbx1/Sag. The comparison of RNA profiling in T_reg_ cells with paired genotypes revealed a positive correlation of up- or down-regulation of few key signaling pathways with the severity of autoimmune phenotypes of T_reg_ cell knockout mice.

## Results

### Fatal inflammation in *Foxp3*^Cre^*Ube2m*^fl/fl^;*Ube2f*^fl/fl^ mice

We have previously reported the phenotypical changes caused by individual deletion of *Ube2m* or *Ube2f* in T_reg_ cells, and found that while the *Foxp3*^*Cre*^;*Ube2f*^*fl*/*fl*^ mice had no visible phenotypic changes, the *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^ mice developed severe inflammation disorders, where ~50% of mice died at about 4 months [15]. To study possible functional redundancy of 2 neddylation E2s in T_reg_ cells, we intercrossed the single-null mice [15] and *Foxp3*^*YFP*-*Cre*^ (*Foxp3*^*Cre*^) mice [16] to generate conditional knockout mice with deletion of both *Ube2m* and *Ube2f* in T_reg_ cells simultaneously (designated as “*Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^”). Strikingly, the *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice suffered from an early-onset alterations of appearance, including reduced body size, collapsed ears, festered skin (Fig. 1, A and B), and a significantly shortened life span with 100% of death rate at p55 (Fig. 1C). In *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f* ^*fl*/*fl*^ mice at ~p20, the organ hematoxylin and eosin (H&E) staining revealed lymphocyte infiltration in liver, lung, kidney, stomach, colon, and skin (Fig. 1D). The autopsy revealed swollen peripheral immune organs, including lymph nodes and spleens, although the cellularity did not reach the statistically significant level (Fig. 1E and Fig. S1A). A more detailed characterization revealed a robust activation of immune cells from *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice (~p20), as evidenced by a decreased ratio of CD4^+^/CD8^+^ T cells (Fig. S1B) and increased proportion of effector/memory T cells (CD44^hi^CD62L^lo^, T_eff/mem_ cells) among conventional T cells (CD4^+^Foxp3^−^, T_con_ cells) (Fig. 1F and Fig. S1C). Such fatal inflammatory disorders recaptured the phenotypes observed in mice with depleted T_reg_ cells [14] in severity, indicating a pivotal role of neddylation E2s in the T_reg_ cells.

### Impaired suppressive functions and altered transcriptome of *Ube2m*&*Ube2f*-deficient T_reg_ cells

Given that both the T_reg_/CD4^+^ ratios (Fig. 2, A and B) and absolute numbers of T_reg_ cells (Fig. 2C) are largely similar in peripheral lymph nodes derived from either *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ or *Foxp3*^*Cre*^ control mice around p20, we hypothesized that the severe inflammation disorders observed in *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice at the same age is most likely attributable to the loss of the suppressive function of T_reg_ cells. To test this hypothesis, we performed an in vivo suppression assay in immunodeficient *Rag1*^−/−^ mice. Transfer of naive T (T_nai_) cells (CD4^+^Foxp3^−^CD44^lo^CD62L^hi^) into *Rag1*^−/−^ recipients led to a wasting disease with colitis within 4 weeks. We found that such colitis was prevented by simultaneous transfer of T_reg_ cells from wild-type mice, but not from *Ube2m*&*Ube2f*-deficient mice (Fig. 2D), demonstrating that double deletion of neddylation E2s impairs the suppressive function of T_reg_ cells.

To define the underlying mechanism, we performed RNA profiling and analyzed the transcriptome alterations caused by *Ube2m*&*Ube2f* deletion in T_reg_ cells. Considering that the inflammation in *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice would affect the transcript signature of T_reg_ cells, we generated the inflammation-free female mice, in which one X chromosome expresses wild-type *Foxp3* allele (*Foxp3^wt^*) and the other expresses *Foxp3*^*Cre*^ mutant (designated as *Foxp3*^*Cre*/*wt*^). The random inactivation of one X chromosome in each somatic cell caused about half of T_reg_ cells to express *Foxp3*^*Cre*^ mutant, so *Ube2m* and *Ube2f* genes were deleted in these T_reg_ cells; meanwhile, the other T_reg_ cells expressed normal *Foxp3^wt^* allele and were kept absolutely normal. Due to the protection of the normal T_reg_ cells, the *Foxp3*^*Cre*/*wt*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ female mice are inflammation-free and healthy, so the CD4^+^YFP^+^ T_reg_ cells in *Foxp3*^*Cre*/*wt*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice were deficient of *Ube2m*&*Ube2f* and avoided the suffering from inflammation at the same time.

We then sorted the CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*/*wt*^; *Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ and *Foxp3*^*Cre*/*wt*^ mice, respectively, followed by transcriptome analysis. The *Ube2m*&*Ube2f*-deficient T_reg_ cells (Fig. S2A) showed significant alterations in transcriptome, with 714 genes up-regulated and 1,289 genes down-regulated with fold change (Fc) > 1.5 and *P* value < 0.05 (Fig 2E and Fig. S2, B and C). Among them, many T_reg_ cell function-related genes were down-regulated, including *Il10* [16] and *Cst7* [17] (suppressive cytokines); *Entpd1*, *Nt5e* [18], and *Il2r* [19] (regulators of immune cell metabolism); *Icos* [20], *Ctla4* [21], *Pdcd1* [22], *Lag3* [23], *Nrp1* [24], and *Tigit* [25] (inhibitor via dendritic cells); and *Gzmb* [26] and *Lgals3* [27] (apoptosis inducer) (Fig. 2F). Altered expression in migration-associated surface molecules was also observed in *Ube2m*&*Ube2f*-deficient T_reg_ cells, such as down-regulation of *Cxcr3*, *Cxcr5*, *Cxcr6*, and *Cd44* [28] and up-regulation of *Sell* [29] (Fig. 2F). On the other hand, among the top 20 genes up-regulated in *Ube2m*&*Ube2f*-deficienct T_reg_ cells (Fig. S2D), none of them are previously known to negatively regulate T_reg_ cells upon induction, which is certainly an interesting subject for future investigation.

Gene set enrichment analysis (GSEA) of the altered genes revealed dramatic changes in multiple pathways upon *Ube2m*&*Ube2f* deficiency (Fig. S2E), specially down-regulation of T_reg_-related pathways, such as cytokine–cytokine receptor interaction [30] (Fig. 2G) and T helper 17 (T_H_17) cell differentiation [31] (Fig. S2F). Some up-regulated pathways were also seen in *Ube2m*&*Ubef*-deficienct T_reg_ cells, including DNA replication and repair, cell cycle, and metabolisms of amino acids tyrosine, phenylalanine, and tryptophan, as well as cellular senescence (Fig. S2E and Fig. 2H). How these pathways, upon double knockout of neddylation E2s, are up-regulated and how they functionally regulate T_reg_ cells are the open and interesting questions for future investigation, particularly for possible involvement of senescence pathway.

### Phenotype and transcriptome comparison between *Foxp3*^Cre^;*Ube2m^fl/fl^* and *Foxp3*^Cre^;*Ube2m*^fl/fl^;*Ube2f*^fl/fl^ mice

A direct life-span comparison between *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^ [15] and *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice revealed a much shortened life span in double E2-null mice (Fig. 3A), indicating a significant contribution of Ube2f in the maintenance of T_reg_ cells to the overall survival of mice. On the other hand, nondetectable phenotypic change in Ube2f T_reg_-depleted mice [15] indicates that the function of Ube2f in T_reg_ cells is fully compensated by Ube2m. Thus, 2 neddylation E2s are functionally redundant in the regulation of T_reg_ cells. While the main functions of Ube2f in T_reg_ cells are compensated by Ube2m, Ube2f fails to functionally compensate Ube2m.

We next compared the transcriptome alterations between *Ube2m*&*Ube2f*-deficient and *Ube2m*-deficient T_reg_ cells [15], along with the *Foxp3*^*Cre*^ control. We normalized 2 sets of data (each from 3 individual mice, run at 2 different time periods), followed by unsupervised cluster analysis. The results showed that the transcriptional profile patterns were largely comparable in *Foxp3*^*Cre*^ control T_reg_ cells from 2 batches of experiments (Fig. 3B), suggesting a reproducibility of the experiments. The profiling comparison revealed 5 clusters (groups) of genes with altered expressions among 3 groups with an overall greater change seen in *Ube2m*&*Ube2f* double-deficient T_reg_ cells (Fig. 3B).

Among the genes selectively down-regulated in double E2-deficient T_reg_ cells (group 1), many genes are known to be related with functional regulation of T_reg_ cells, including *Ccr4* [32], *Egr2* [33], *Il10rb* [34], *Tccam1* [35], *Runx3* [36], *IL10* [16], *Cd3g* [37], *Tnfrsf4* [38], *Pglyrp1* [39], and *Malt1* [40] (Fig. 3C). Among top 20 genes up-regulated in double E2-deficient T_reg_ cells (group 4) (Fig. S3A), Smad7 is the only one known to be involved in regulation of T_reg_ cells, whose up-regulation by the EZH2-FOXP3-RUNX1 axis inhibited T_reg_ cell differentiation in rheumatoid arthritis [41].

GSEA analysis of the genes specially altered in double-null T_reg_ cells revealed the changes in multiple pathways (Fig. S3B), and some down-regulated pathways are known to be involved in T_reg_ cell regulation, such as cytokine–cytokine receptor interaction [30] (Fig. 3D) and T_H_17 cell differentiation [31] (Fig. S3C), whereas lysosome pathway, which is negatively correlated with function of T_reg_ cells [42], along with cell cycle and phosphatidylinositol 3-kinase/Akt pathways, is up-regulated in *Ube2m*&*Ube2f* double-deficient T_reg_ cells (Fig. S3, B and D). Thus, these greater alterations in gene expression are associated with and likely contributed to severer inflammatory disorders in *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice than in *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^ mice.

### Early-onset fatal inflammatory disorders in *Foxp3*^Cre^;*Rbx1*^fl/fl^;*Sag*^fl/fl^ mice

We next determined potential functional redundancy in T_reg_ cells between 2 E3s, Rbx1 and Sag/Rbx2, dual for both neddylation and ubiquitylation by CRLs. We crossed the *Rbx1-flox*, *Sag-flox*, and *Foxp3*^*YFP*-*Cre*^ (*Foxp3*^*Cre*^) mice [16] to generate the *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice, with simultaneous deletion of both *Rbx1* and *Sag*, the only 2 known catalytic subunits of CRLs, in T_reg_ cells. The *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice phenocopied the mice ablated of T_reg_ cells in vivo [14], with smaller body size (Fig. 4, A and B), much shortened life span (Fig. 4C), inflammatory changes in multiple organs (Fig. 4D), swollen peripheral immune organs (Fig. 4E and Fig. S4A), and robust activation of immune cells (Fig. 4F and Fig. S7, B and C). Thus, *Rbx1* and *Sag* are absolutely essential for the maintenance of T_reg_ cell fitness.

We then performed the in vivo suppression assay in *Rag1*^*−*/*−*^ immunodeficient mice to confirm the role of *Rbx1*&*Sag* deficiency in the suppressive function of T_reg_ cells and found that the *Rbx1*&*Sag*-deficient T_reg_ cells failed to prevent the colitis induced by T_nai_ cells (Fig. 5A), indicating impaired suppressive function. Thus, despite that the ratios and number of *Rbx1*&*Sag*-deficient T_reg_ cells were dropped dramatically around p20 in vivo (Fig. 5, B to D), the severe inflammation disorder in *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice was not the simple consequence caused by the decreased number of T_reg_ cells.

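T_reg_ cells are CD4+ T cells that express the transcription factor *Foxp3* and restrain other immune cells. In the *Foxp3* YFP-Cre allele, YFP marks the cells that express *Foxp3* and Cre. *Foxp3* lies on the X chromosome, so females with a single copy of this allele also hold T_reg_ cells without Cre. RNA of sorted CD4+YFP+ T_reg_ cells from lymph nodes and spleen was measured on 6 Affymetrix Clariom S mouse arrays, 3 of control and 3 of *Rbx1*&*Sag*-deficient cells. Each array took a sample pooled from 2 to 3 mice aged 8 to 12 weeks. For the CD4+ enrichment ahead of the sort, the paper's methods name a BD Biosciences set and the sample labels a Dynabeads kit. The sample titles also carry the word muscle, whereas the cell type, the protocols and the paper's methods give T_reg_ cells. The authors made the values with Expression Console 1.4 and deposited a log2 signal for each of 22206 probe sets. The paper's text does not name the background correction, the normalization or the annotation behind them. A gene symbol was assigned to 19572 probe sets, and the brightest probe set per symbol left 19505 genes. *Foxp3* and *Nrp1* have no named probe set and were not analysed here. The arrays had medians of 4.11, 4.00 and 4.02 in control and of 4.26, 4.13 and 4.32 in *Rbx1*&*Sag*-deficient cells. Their upper quartiles were 7.68, 7.81 and 7.73 in control and lower in *Rbx1*&*Sag*-deficient cells, at 7.11, 7.37 and 6.93. The deposited values were used without further normalization. Genes were compared with limma, with Benjamini-Hochberg adjustment over all genes, and gene lists with camera. Where the correlation between genes was estimated, camera also tested on fewer degrees of freedom, set by the 6 arrays. A call lost there need not come from correlation. With 3 arrays per group, the number of arrays limits the precision, and the smallest p of an exact two-sided permutation test is 0.1.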

To explore possible underlying mechanism(s) that mediated the function of *Rbx1*&*Sag* in T_reg_ cells, we sorted the CD4^+^YFP^+^ T_reg_ cells from inflammation-free female *Foxp3*^*Cre*/*wt*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ and *Foxp3*^*Cre*/*wt*^ control mice and performed transcription profiling. Deletion of *Rbx1*&*Sag* (Fig. S5A) led to a comprehensive change of the levels of multiple genes in T_reg_ cells, with 641 genes up-regulated and 2,296 genes down-regulated with Fc > 2 and *P* < 0.05 (Fig. 5E and Fig. S5, B and C). 

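*Rbx1*, which encodes a RING subunit of cullin-RING ligases, read 9.26, 10.08 and 9.80 on the log2 scale in the 3 control arrays and 5.04, 5.53 and 5.84 in the 3 *Rbx1*&*Sag*-deficient arrays. Its signal fell by 4.24 (standard error 0.30, adjusted p = 0.000237 from limma). *Rnf7*, the symbol of *Sag*, had a log2 fold change of -0.57 (standard error 0.41, adjusted p = 0.379 from limma). This change was -0.935 without *Rbx1*&*Sag*-deficient replicate 2 and -0.065 without replicate 3. It was -0.0864 after quantile and -0.0615 after cyclic loess normalization. The *Rnf7* probe set may lie outside the deleted part, so that whether its signal checks the deletion cannot be told. Across 19505 genes, 1851 fell and 527 rose in *Rbx1*&*Sag*-deficient T_reg_ cells at an adjusted p under 0.05 from limma. At a fold change above 2 and an unadjusted P under 0.05, 2074 genes were lower and 543 higher, and at a fold change above 1.5 these counts were 3537 and 1897. The largest fall was that of *Gdpd3*, a member of the glycerophosphodiester phosphodiesterase family, from 14.04 ± 1.02 (SD, n = 3) to 2.82 ± 0.17 (SD, n = 3), the latter below the lower quartile of each *Rbx1*&*Sag*-deficient array (3.28, 3.18 and 3.34), so that background limits the size that can be read. *Penk*, the precursor of enkephalin (log2 fold change -7.40), and *Itgb1*, the integrin β1 chain (-5.61), fell next. The chemokine receptor *Ccr4* (-5.34), *Cybb*, a subunit of the phagocyte NADPH oxidase (-5.18), the calcium-binding protein *S100a6* (-5.16), the receptor *Cd200r1* (-4.71) and *Nav2* (-4.69) fell as well. The adjusted p values of these 8 genes lay between 1.5e-05 and 0.00071 from limma. With the methods' t-test and the same adjustment, *Gdpd3* passed on log2 values (0.0426) and *Itgb1* on linear values (0.0327), while the other 6 and *Rbx1* (0.0541 and 0.0992) passed on neither. In *Rbx1*&*Sag*-deficient cells *Ccr4* (3.92), *Cybb* (4.04) and *Nav2* (4.09) read below the median of each array (4.26, 4.13 and 4.32), and *S100a6* (4.19) near it. Background may limit the size of these falls too. Of 82 genes of the lysosome, 24 fell and 1 rose (camera adjusted p = 9.73e-08, and adjusted p = 0.389 with an estimated correlation). Among them were the adaptor subunits *Ap3m1* (-2.52) and *Ap1s1* (-2.19), while *Cln3* rose by 1.82. Of 43 interferon-stimulated genes, 12 fell and none rose, among them *Ifit1* (-1.85), *Igtp* (-1.71) and *Psmb8* (-1.53) (camera adjusted p = 1.23e-07, and adjusted p = 0.433 with an estimated correlation). Of 48 genes of neddylation and cullin-RING ligases, 9 fell and none rose, among them the targeted *Rbx1* itself, *Cish* (-2.01), *Fbxw7* (-1.86) and *Keap1* (-1.71), the last 3 encoding substrate receptors of such ligases (camera adjusted p = 5.97e-06, and adjusted p = 0.385 with an estimated correlation). Without *Rbx1* and *Rnf7*, a setting chosen after seeing the data, 8 of 46 fell and none rose (camera adjusted p = 2.54e-05, and adjusted p = 0.389 with an estimated correlation). Of 77 genes of oxidative phosphorylation, 11 fell and none rose, among them *Ndufs7* (-2.32) and *Uqcrb* (-1.36) (camera adjusted p = 0.000146, and adjusted p = 0.479 with an estimated correlation). Its median of -0.42 turned to 0.17 after centring on the brighter genes, a setting chosen after seeing the data. Against 10000 random lists matched on mean signal, this median was no lower than that of equally bright genes (median -0.45, percentile 63.15). Those of the lysosome, interferon and neddylation lists, -0.71, -0.74 and -0.66, lay at percentiles 0.01, 0.46 and 4.23 of such lists. The call of oxidative phosphorylation was lost and its direction turned after quantile (adjusted p = 0.91) and cyclic loess normalization (adjusted p = 0.853). It was also lost over the genes above the median signal (adjusted p = 0.525), with fry (adjusted p = 0.0633) and with fgsea over the genes past a fold of 1.5 (adjusted p = 0.261). The neddylation call was lost after quantile (adjusted p = 0.123) and cyclic loess normalization (adjusted p = 0.148) and over the genes above the median signal (adjusted p = 0.101). With the same fgsea the neddylation and interferon lists each had an adjusted p of 0.0618. The balance within these lists also moved with the scaling. After quantile normalization 4 genes were higher and 10 lower for the lysosome, 1 and 5 for interferon, 0 and 4 for neddylation and 0 and 2 for oxidative phosphorylation. After cyclic loess normalization these numbers were 4 and 9, 1 and 7, 0 and 4, and 0 and 2, and after centring on the brighter genes 10 and 11, 1 and 9, 4 and 4, and 12 and 2. When adjusted over the list alone, 3 higher and 38 lower were called for the lysosome, 1 higher and 18 lower for interferon, 0 higher and 18 lower for neddylation and 0 higher and 12 lower for oxidative phosphorylation. Genes of high signal stood lower and genes of low signal higher in the *Rbx1*&*Sag*-deficient arrays. The share of lower genes among those past a fold of 2 was 79.3%. It was 55.4% after quantile normalization, 57.1% after cyclic loess normalization, 90.8% after median centring and 14.1% after centring on the brighter genes. The last setting moves all genes of an array alike. It carries the median log2 fold change of the brighter genes from -0.40 past 0, to 0.20, so that it does not decide the direction by itself. The counts at an adjusted p under 0.05 also moved when an array was left out, which lowers the power of the test. Without control replicates 1, 2 and 3, 814, 544 and 605 genes were lower and 122, 77 and 76 higher. Without *Rbx1*&*Sag*-deficient replicates 1, 2 and 3, 1248, 2611 and 1613 genes were lower and 286, 1012 and 511 higher.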

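Genes on which T_reg_ cells rely for suppression and migration stood far lower in *Rbx1*&*Sag*-deficient than in control T_reg_ cells. *Cxcr5*, a chemokine receptor, fell by 5.27 on the log2 scale (standard error 0.25, adjusted p = 5.16e-05 from limma), and *Cxcr3* (-3.68) and the adhesion receptor *Cd44* (-2.76) fell too. *Cst7*, which encodes cystatin F, fell from 10.31 ± 0.43 (SD, n = 3) to 5.33 ± 1.01 (SD, n = 3). The cytokine gene *Il10* went from 5.71 ± 0.61 (SD, n = 3) to 4.29 ± 0.32 (SD, n = 3). This was the smallest fall among the genes that passed the test (adjusted p = 0.0262 from limma). *Il10* no longer passed without control replicate 2 (log2 fold change -1.08, adjusted p = 0.0942), without control replicate 3 (-1.50, adjusted p = 0.0801) or after centring on the brighter genes (-0.83, adjusted p = 0.0657). *Nt5e* and *Entpd1*, the ectoenzymes CD73 and CD39 that turn extracellular ATP into adenosine, had log2 fold changes of -3.78 and -2.96. Those of the surface receptors *Tigit*, *Pdcd1*, *Icos* and *Lag3* were -3.86, -3.70, -3.68 and -2.97. In *Rbx1*&*Sag*-deficient cells *Tigit* and *Lag3* read 4.00 and 3.44, below the median of each array, so that background may limit the size of their falls. *Lgals3*, a galectin, was near the dim end of the arrays, at 3.00 ± 0.05 (SD, n = 3) in control and 2.68 ± 0.27 (SD, n = 3) in *Rbx1*&*Sag*-deficient cells, and did not pass the test (adjusted p = 0.355 from limma). Of the 13 genes of this kind that the paper names, 12 were measured and 11 of them fell, also when adjusted over the list alone. The study chose these genes on these samples, so the count is not independent evidence of their direction. Of 27 measured genes of a T_reg_ core signature, 19 fell and none rose (0 higher and 23 lower when adjusted over the list alone), including the integrin *Itgae* (-4.03), *Tnfrsf1b* (-3.24) and the transcription factor *Ikzf2* (-1.54). The median over this list was -1.81 (camera adjusted p = 9.86e-18, and adjusted p = 0.0813 with an estimated correlation). *Il2ra* and *Ctla4*, which are also in this list, had log2 fold changes of -0.13 and -0.68 and did not pass the test. Of 26 genes of effector T_reg_ cells, 20 fell and none rose (0 higher and 20 lower when adjusted over the list alone), including the chemokine receptors *Ccr2* (-3.76) and *Ccr6* (from 6.59 to 2.99, near the dim end), with a median of -2.90 (camera adjusted p = 1.93e-17, and adjusted p = 0.0669 with an estimated correlation). These lists share 4 and 7 genes with the paper's. Of 15 genes of naive and central memory T cells, *Satb1* rose by 1.81, *Klf2* by 2.23 and *Ccr7* by 1.24, while *Il7r* fell by 2.74 and *Ltb* by 2.68 (6 higher and 2 lower after quantile and after cyclic loess normalization, 9 and 2 after centring on the brighter genes; camera adjusted p = 0.141 for the list, and adjusted p = 0.0215 without *Rbx1*&*Sag*-deficient replicate 3, 0.00111 after quantile and 0.00105 after cyclic loess normalization and 0.00366 over the genes above the median signal). The median of the naive and central memory list, 0.47, lay at percentile 99.98 of random lists matched on mean signal, which had a median of -0.41. When adjusted over that list alone, 6 of its genes were higher and 2 lower. Among markers of other cells, *Cybb*, *Lyz2*, *Spi1* and *Fcer1g* of 29 myeloid genes and *Nkg7*, *Ccl5* and *Klrb1c* of 16 CD8+ T and natural killer cell genes fell as well. After Benjamini-Hochberg adjustment of the methods' t-test, 1 of the paper's genes passed on log2 values and 0 on linear values, against 11 with limma.

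**Figure D1:**
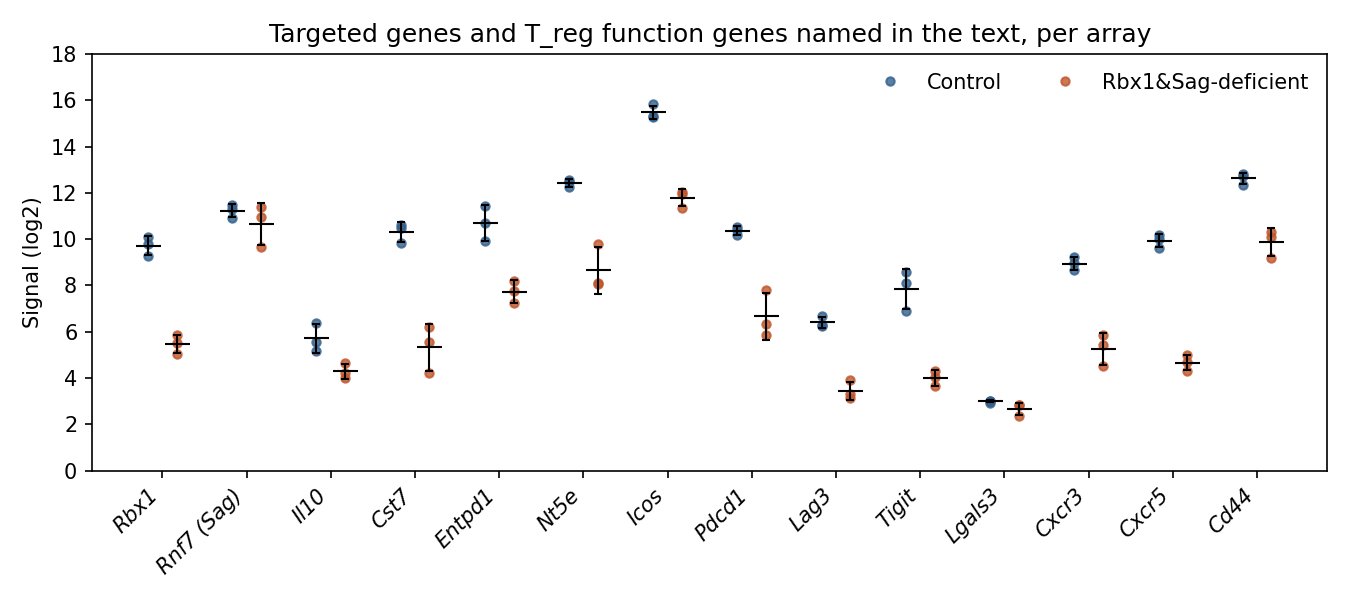
Log2 signal per array (y axis) of the targeted genes *Rbx1* and *Rnf7* (*Sag*) and of the T_reg_ function genes named in the text (x axis), in control (blue) and *Rbx1*&*Sag*-deficient T_reg_ cells (orange). Points are arrays, horizontal bars are group means and whiskers are 1 SD (n = 3). *Rbx1* and 11 of the 12 T_reg_ function genes are lower in *Rbx1*&*Sag*-deficient cells at an adjusted p under 0.05 from limma, and *Lgals3* lies near the dim end in both groups.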

Among down-regulated genes, many are reported to be related to the function of T_reg_ cells, including *Il10* [16] and *Cst7* [17] (suppressive cytokines); *Entpd1* and *Nt5e* [18] (regulators of immune cell metabolism); *Icos* [20], *Pdcd1* [22], *Lag3* [23], *Nrp1* [24], and *Tigit* [25] (inhibitor via dendritic cells); and *Lgals3* [27] (apoptosis inducer), and impairment of migration-associated surface molecules, including down-regulation of *Cxcr3*, *Cxcr5*, and *Cd44* [28] (Fig. 5F). Although none of the top 20 up-regulated genes, including *Plk2*, *Sik1*, *Nr4a2*, and *Dusp10* (Fig. S5D), are known to negatively regulate T_reg_ cell functions upon induction, one of the up-regulated genes, *Bach2* (up-regulated with Fc = 1.866 and *P* = 0.013) (Fig. 5G), is known as a negative regulator of T_reg_ cell function [43].

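The 4 genes with the largest rise of all 19505 were *Plk2*, a polo-like kinase (log2 fold change 4.59, standard error 0.42), *Sik1*, a salt-inducible kinase (4.18, standard error 0.52), *Nr4a2*, an orphan nuclear receptor (4.02, standard error 0.39), and *Dusp10*, a phosphatase of MAP kinases (3.95, standard error 0.52). Their adjusted p values from limma were 0.000638, 0.00226, 0.00071 and 0.00282. The next 6 were *Tnfaip3*, which encodes the NF-κB inhibitor A20 (3.81), *Irs2*, an adaptor of insulin signalling (3.52), *Ppp1r15a*, which encodes a phosphatase subunit of the integrated stress response (3.45), *Csrnp1* (3.34), the transcription factor *Ets2* (3.07) and *Zfand2a* (3.05). *Zfand2a* no longer passed without control replicates 1, 2 and 3 (adjusted p = 0.12, 0.102 and 0.0995) or without *Rbx1*&*Sag*-deficient replicate 1 (adjusted p = 0.0959). *Ets2* no longer passed without control replicates 1 and 2 (adjusted p = 0.0575 and 0.0569). After Benjamini-Hochberg adjustment of the methods' t-test, none of these 10 genes passed, with adjusted p values of 0.0773 to 0.22 on log2 values and of 0.198 to 0.356 on linear values. In each of these 10 genes the rise was smallest in *Rbx1*&*Sag*-deficient replicate 3, for example *Zfand2a*, at 14.27, 15.36 and 11.71 in replicates 1, 2 and 3. The cause was not tested. Of 41 immediate early genes, which respond quickly to stimulation, 19 rose and 2 fell (23 higher and 3 lower when adjusted over the list alone), with a median log2 fold change of 1.16 (camera adjusted p = 8.1e-10, and adjusted p = 0.385 with an estimated correlation). This list holds *Plk2*, *Sik1*, *Nr4a2* and *Dusp10*, which the paper names from these samples. *Cd69*, a further member of this list, rose by 2.53. *Bach2*, a transcriptional repressor of effector differentiation, read 10.02 ± 0.26 (SD, n = 3) in control and 10.92 ± 0.51 (SD, n = 3) in *Rbx1*&*Sag*-deficient cells, a log2 fold change of 0.90 (standard error 0.29), or 1.87-fold. Its unadjusted P was 0.0127 and its adjusted p 0.0761, both from limma, so that it did not pass at an adjusted p under 0.05. All 3 *Rbx1*&*Sag*-deficient arrays lay above all 3 control arrays (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). *Bach2* passed with adjusted p = 0.0169 without *Rbx1*&*Sag*-deficient replicate 3, with 0.0156 after quantile normalization, with 0.00944 after cyclic loess normalization, with 0.0365 under array weights and with 0.00596 after centring on the brighter genes, which was chosen after seeing the data. Over all its alternatives the adjusted p ranged from 0.00596 to 0.252. The paper relates the lower T_reg_ function genes to the loss of function of these cells and states that *Bach2* is an exception among the up-regulated genes, as a known negative regulator.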

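The chemokine receptors *Ccr4* and *Cxcr5* were among the 10 largest falls in *Rbx1*&*Sag*-deficient T_reg_ cells. Of 265 cytokine and cytokine receptor genes, 41 fell and 6 rose (9 higher and 43 lower when adjusted over the list alone). The growth factor gene *Csf1* fell by 4.67 (standard error 0.36, adjusted p = 0.000344 from limma). The list was not called by camera (adjusted p = 0.586), and its median log2 fold change was 0.04, against a mean of -0.25 and a downward direction in camera. The median was -0.14 after median centring, -0.06 after quantile, -0.08 after cyclic loess normalization and 0.63 after centring on the brighter genes, a setting chosen after seeing the data. In the same order, 2, 4, 5 and 95 of these genes were higher and 45, 28, 31 and 32 lower, so that the balance turned with the last. The list was called lower after quantile (adjusted p = 0.0428) and cyclic loess normalization (adjusted p = 0.0462), over the genes above the median signal (adjusted p = 0.0316) and by fry (adjusted p = 0.00336). So it was by fgsea on the signal-to-noise ratio, both over all genes (adjusted p = 3.94e-05) and over the 5434 genes past a fold change of 1.5 and an unadjusted P under 0.05 (adjusted p = 1.83e-05). Of 77 genes of T_H_17 differentiation, 13 fell and 2 rose (4 higher and 19 lower when adjusted over the list alone). This excess of falls was not seen after quantile (5 higher and 4 lower) and cyclic loess normalization (6 and 4) or after centring on the brighter genes (13 and 7). *Il12rb1*, a receptor chain for IL-12 and IL-23, fell by 1.49, and *Il2rb* (-1.38) and the calcineurin subunit *Ppp3cc* (-1.26) fell too, while *Jun* rose by 1.62. The median of this list was -0.45, against -0.34 for random lists matched on mean signal (percentile 13.6), and 0.14 after centring on the brighter genes (camera adjusted p = 0.00048, and adjusted p = 0.433 with an estimated correlation). Of 1090 olfactory receptor genes, 52 rose and none fell (6 and none when adjusted over the list alone). Those with the smallest p included *Olfr1373*, from 3.35 to 5.68, *Olfr93*, from 2.71 to 4.05, and *Olfr1416*, from 3.36 to 4.86 on the log2 scale. The median over the list was 0.38 (camera adjusted p = 1.31e-14, and adjusted p = 0.314 with an estimated correlation). The number of olfactory receptors that rose was 23 after median centring, 15 after quantile, 19 after cyclic loess normalization and 750 after centring on the brighter genes, and 0 fell under each. The median signal of these genes was 3.10, below the median of every array. Random lists matched on mean signal had a median of 0.21, lower than that of the olfactory receptors in all 10000 draws. Of 31 genes of olfactory signal transduction downstream of the receptors, *Calm3* fell by 1.38, *Prkacb* by 1.53 and *Camk2a* from 4.33 to 3.15, near the dim end, and none rose (camera adjusted p = 0.527). Of 81 genes of retinol metabolism, 3 rose and 2 fell (3 higher and 2 lower when adjusted over the list alone). *Retsat*, which saturates retinol, was higher by 1.67 and the retinol dehydrogenase *Rdh12* and the retinal reductase *Dhrs3* were lower, at -1.74 and -1.53 (camera adjusted p = 0.000197 upward, and adjusted p = 0.385 with an estimated correlation). Of 89 genes of arachidonic acid metabolism, 4 rose and 2 fell (0 higher and 0 lower when adjusted over the list alone). Among them were the lipoxygenase genes *Alox12b* (1.26) and *Alox5* (0.84), *Cyp4a14* (1.44) and *Cyp4f13* (-1.18) (camera adjusted p = 0.000695 upward, and adjusted p = 0.385 with an estimated correlation). The medians of the cytokine, retinol and arachidonic acid lists lay at percentiles 1.77, 99.92 and 99.12 of random lists of equal signal. After centring on the brighter genes, 47 retinol genes were higher and 3 lower, and 46 and 0 of arachidonic acid metabolism. The calls of T_H_17 differentiation, retinol and arachidonic acid metabolism were lost after quantile normalization (adjusted p = 0.306, 0.123 and 0.241) and after cyclic loess normalization (adjusted p = 0.34, 0.148 and 0.231). The T_H_17 call was also lost with fry (adjusted p = 0.0564), on the genes above the median signal (adjusted p = 0.457) and with fgsea on the genes past the fold change of 1.5 (adjusted p = 0.182).

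**Figure D2:**
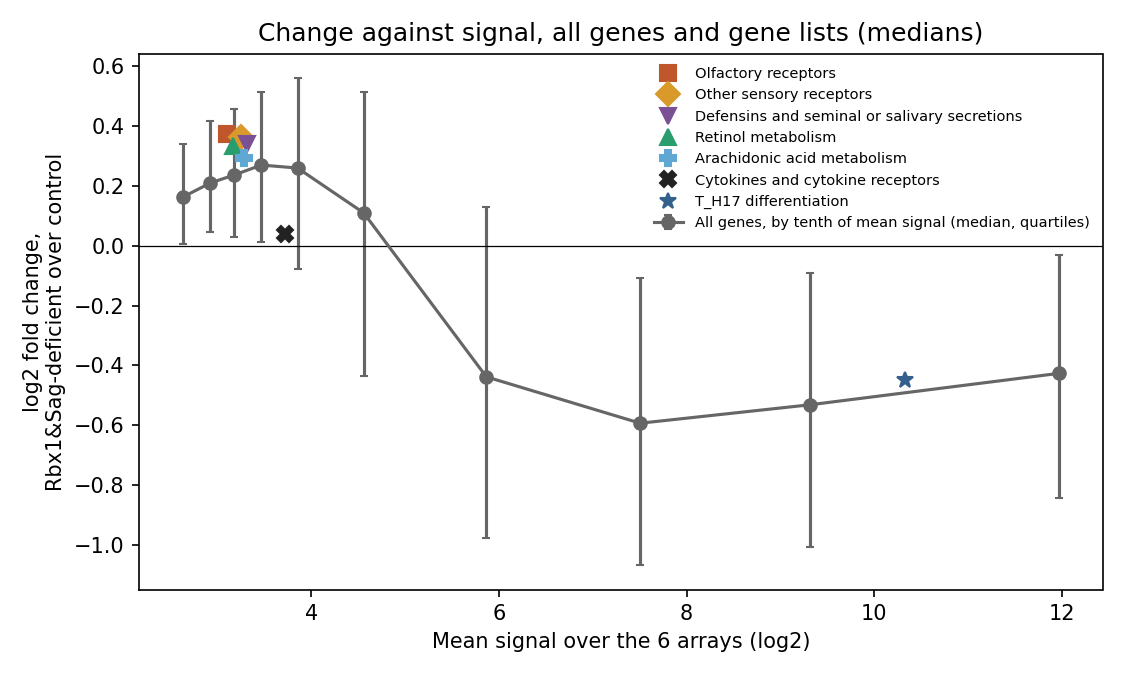
Log2 fold change of *Rbx1*&*Sag*-deficient over control T_reg_ cells (y axis) against mean log2 signal over the 6 arrays (x axis). Grey points are medians of 10 groups of near equal size, into which the 19505 genes were divided by signal, with their quartiles. The medians are 0.16 in the dimmest group, highest in group 4 (0.27), lowest in group 8 (-0.59) and -0.43 in the brightest, and coloured symbols are medians of gene lists, with olfactory receptors at 0.38 and T_H_17 differentiation at -0.45.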

The GSEA pathway analysis of the altered genes (Fc > 1.5 and *P* < 0.05) also revealed the changes of many pathways (Fig. S5E), including down-regulation of T_reg_-related pathways, such as cytokine–cytokine receptor interaction [30] (Fig. 5H), T_H_17 cell differentiation [31] (Fig. S5F), and up-regulation of pathways involving olfactory transduction (Fig. 5I) and metabolisms of retinol and arachidonic acid (Fig. S5E).

### Earlier occurrence of inflammatory disorder in *Foxp3*^Cre^;*Rbx1*^fl/fl^;*Sag*^fl/fl^ mice than in *Foxp3*^Cre^;*Rbx1*^fl/fl^ mice

We next addressed the question of functional redundancy between 2 E3s in T_reg_ cells. Since mice with *Rbx1*-deficient T_reg_ cells already had an early-onset fatal phenotype, whereas mice with *Sag*-deficient T_reg_ cells had no phenotype [15], we first compared the survival of mice with 2 genotypes, *Rbx1&Sag* double deletion versus *Rbx1* single deletion [15], in T_reg_ cells and found no difference, both having early-onset fatal death (Fig. S6A). Moreover, no difference was found in the activation of immune response when mice were near moribund at age of ~20 days (Fig. S6B). We then focused on potential difference in inflammatory responses occurring at the very early stage of 8 days after the birth between 2 types of mice. Compared to the *Foxp3*^*Cre*^ control, the ratio of T_eff/mem_ cells (CD4^+^Foxp3^−^CD44^hi^CD62L^lo^) among T_con_ cells (CD4^+^Foxp3^−^) is elevated dramatically in Rbx1-null or Rbx1&Sag double-null mice (Fig. 6A), indicating a robust immune activation. A substantially higher level was seen in double-null mice (Fig.A and B), demonstrating a more severe immune overactivation in vivo. Thus, like the Ube2m-Ube2f E2 pair, the Rbx1-Sag E3 pair also showed a functional redundancy in T_reg_ cells, although it is minor due to the dominant effect of Rbx1 to mask the Sag effect. Collectively, the Sag function is being fully compensated by Rbx1, whereas the Rbx1 function cannot be compensated by Sag in T_reg_ cells.

### Enhanced transcription alterations caused by *Rbx1*&*Sag* double deficiency in comparison to *Rbx1* single deficiency in T_reg_ cells

We further compared the transcriptome alterations between *Rbx1*&*Sag*- and *Rbx1*-deficient T_reg_ cells, along with *Foxp3*^*Cre*^ control T_reg_ cells, generated previously [15] and in this study, which showed large reproducibility (Fig. 6C, first 6 columns). Unsupervised cluster analysis of the transcriptome data revealed 4 groups of alterations: (a) genes down-regulated in both *Rbx1*&*Sag* double-deficient and *Rbx1* single-deficient T_reg_ cells; (b) genes selectively down-regulated in *Rbx1*&*Sag* double-deficient T_reg_ cells; (c) genes selectively up-regulated in *Rbx1*&*Sag* double-deficient T_reg_ cells; and (d) genes up-regulated in both *Rbx1*&*Sag* double-deficient and *Rbx1* single-deficient T_reg_ cells (Fig. 6C). Many group 2 genes are related with T_reg_ cell regulation, including *Cxcr3* [44], *Itch* [45], *Il7rb* [46], and *Il10rb* [34] (Fig. 6D). Among the top 20 up-regulated genes in group 3 (Fig. S7A), none of them are known to negatively regulate T_reg_ cell function upon induction, and *Bach2* in group 3 (not in the list of top 20 genes) appears to be the only gene known as a negative regulator of T_reg_ cells [43] (Fig. 6E).

GSEA analysis of the genes specially altered in *Rbx1*&*Sag*-deficient T_reg_ cells revealed changes of multiple pathways (Fig. S7B), where cytokine–cytokine receptor interaction was down-regulated (Fig. 6F), which are involved in T_reg_ cell regulation [30] and up-regulation of multiple pathways, such as the olfactory transduction pathway (Fig. 6G). Taken together, it appears that many genes are associated with and may contribute to severer inflammatory disorder seen in *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice.

### Phenotypes and transcriptome comparisons of mice and T_reg_ cells with double E2 versus double E3 deficiency

It is well established that cullin neddylation is essential for activation of CRLs, and Rbx1 and Sag serve as dual E3 for both neddylation and CRL-medicated ubiquitylation [47,48]. To verify the functional relationship between neddylation and CRLs in T_reg_ cells, we compare the degree of autoimmune disorders and transcriptional alterations caused by *Ube2m*&*Ube2f* versus *Rbx1*&*Sag* deficiency in T_reg_ cells.

Although both *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice and *Foxp3*^*Cre*^; *Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice suffered from severe autoimmune disorders with much shortened life span, the degree of severity still differs. In fact, the survival of *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice is significantly shorter than that of *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice, with *P* = 0.0350 (Fig. 7A). In the peripheral lymph nodes from mice at p19 to p21, the ratios of T_eff/mem_ cells (CD4^+^Foxp3^−^CD44^hi^CD62L^lo^) among T_con_ cells (CD4^+^Foxp3^−^) are higher in *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice than in *Foxp3*^*Cre*^; *Ube2m*^*fl*/*fl*^; *Ube2f*^*fl*/*fl*^ mice, although the difference is not statistically significant due to variations among mice (Fig. 7B). Thus, double E3-null mice had more dramatic immune overactivation than double E2-null mice.

The comparison of transcriptome data of CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*/*wt*^, *Foxp3*^*Cre*/*wt*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^, and *Foxp3*^*Cre*/*wt*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice revealed 6 groups of altered genes (up or down), unique to either double E2-deficient or double E3-deficient or both deficient T_reg_ cells (Fig. 7C). We mainly focused on genes uniquely altered in double E3-null or double E2-null T_reg_ cells. Among selectively down-regulated genes in double E3-null T_reg_ cells, many are related to function or regulation of T_reg_ cells (Fig. 7D), whereas among up-regulated genes (Fig. S8A), none of them are known to negatively regulate T_reg_ cells upon induction. Similarly, among selectively altered genes (down and up) in double E2-null T_reg_ cells (Fig. S9, A and B), few down-regulated, but not up-regulated, genes were known to regulate T_reg_ cell functions. Nevertheless, the changes unique in double E3-null T_reg_ cells likely represent CRL-dependent mechanism, whereas the changes unique in double E2-null T_reg_ cells likely represent CRL-independent, but neddylation-dependent, mechanisms, consistent with our recent studies [49–51].

Similar GSEA pathway analysis of 2 groups of genes unique to double E3-deficient T_reg_ cells revealed remarkable alterations in many pathways (Fig. S8B), including down-regulation of Hippo signaling pathway (Fig. 7E), which plays an important role in the maintenance of T_reg_ cell function [52], and of pathways related to lysosome, as well as up-regulation of olfactory transduction and metabolisms of arachidonic acid and retinol (Fig. S8, B and C), which are previously unknown in regulation of the T_reg_ cell functions.

GSEA pathway analysis of 2 groups of genes unique to double E2-deficient T_reg_ cells also revealed alterations in a number of pathways (Fig. S9C), including down-regulation of ubiquitin-mediated proteolysis and up-regulation of DNA replication pathways (Fig. S9, D and E). Notably, the number of genes unique to double E2-deficient T_reg_ cells is relatively smaller than in double E3-deficient T_reg_ cells, which is consistent with the observation that *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice suffer more dramatic autoimmune disorders than do the *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice.

Collectively, the early-onset fatal disorders seen in both double E2- and double E3-deficient mice indicate functional similarity of neddylation and CRLs in regulation of T_reg_ cells. More severe inflammatory disorders in double E3-deficient mice suggest a neddylation-independent function of CRLs in T_reg_ cells.

## Discussion

In this study, we investigated the role of the neddylation-CRL axis in functional regulation of T_reg_ cells using several in vivo conditional knockout mouse models. Double deletion of neddylation E2s *Ube2m*&*Ube2f* or E3s *Rbx1*&*Sag* in T_reg_ cells leads to the impairment of suppressive function of T_reg_ cells and results in severe autoimmune disorders, fully demonstrating the pivotal role of the neddylation-CRL axis in the maintenance of T_reg_ cell fitness. Thus, the neddylation-CRL axis is essential for T_reg_ cell functions as the new key regulators of T_reg_ cells beyond Foxp3 [11–13].

The functional independence of the Ube2m-Rbx1 and Ube2f-Sag axes was previously demonstrated both biochemically [4,53] and biologically [8,9]. Specifically, our recent study revealed that the Ube2m-Rbx1 axis plays a pivotal role in functional regulation of T_reg_ cells, while the Ube2f-Sag axis is dispensable in T_reg_ cells at the steady status [15]. This T_reg_-based functional study also supports the notion of functional independence between the Ube2m-Rbx1 and Ube2f-Sag axes.

Here, we used double knockout of either neddylation E2s or E3s in T_reg_ cells and showed that both E2s and E3s are functionally redundant in T_reg_ cells, as evidenced by the following: (a) The phenotypes of autoimmune disorders in *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ (double E2 knockout in T_reg_ cells) mice are much more severe than in *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^ (single E2 knockout in T_reg_ cells) mice with much shortened life span (Fig. 3A). (b) The same autoimmune phenotypes are severer in *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ (double E3s knockout in T_reg_ cells) mice than in *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^ (single E3 knockout in T_reg_ cells) mice at the very early age only (Fig. 6A and B). We further found that the autoimmune phenotypes were much severer in *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ mice than in *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^;*Ube2f*^*fl*/*fl*^ mice (Fig. 7A).

We conclude from these results that (a) the Ube2f-Sag axis plays a role in T_reg_ cells, which is, however, compensated by the Ube2m-Rbx1 axis. More specifically, the autoimmune phenotypes by Ube2f depletion were largely compensated by Ube2m, whereas the same autoimmune phenotypes by Sag depletion were minimally compensated by Rbx1, due to the dominant role of Rbx1 in T_reg_ cells. (b) The functional redundancy in T_reg_ cells is in one-way direction from the Ube2m-Rbx1 axis to the Ube2f-Sag axis, indicating much more significant role of CRL1 to CRL4 than of CRL5. (c) Rbx1 and Sag play neddylation-dependent and neddylation-independent roles in regulating T_reg_ cell fitness.

To pursue the possible underlying mechanism, we performed the comprehensive transcriptome profiling analyses of T_reg_ cells derived from the wild-type control or double knockout mice, and compared between single-null versus double-null T_reg_ cells for both E2s or E3s, respectively. Compared to the wild-type control T_reg_ cells, T_reg_ cell deficiency of *Ube2m*&*Ube2f* caused dramatic alterations in mRNA transcriptome. Many genes (such as *Il10*, *Cst7*, and *Cxcr3* to *Cxcr6*) and pathways (e.g., cytokine–cytokine receptor interaction and T_H_17 cell differentiation), previously known to regulate T_reg_ cells, were down-regulated (Fig. 2 and Fig. S2), supporting the lost-of-function phenotypes. On the other hand, interestingly, many up-regulated genes (none of the top 20 genes) (Fig. S2D), with the exception of *Sell* (Fig. 2F) [29], or pathways (Fig. S2E) are previously unknown to negatively regulate T_reg_ cell function upon activation. Nevertheless, some up-regulated pathways, such as cellular senescence (Fig. 2H), could contribute to the loss-of-function phenotype and deserve detailed future investigation.

Likewise, compared to the wild-type control T_reg_ cells, T_reg_ cell deficiency of *Rbx1*&*Sag* also caused dramatic alterations in mRNA transcriptome. Many genes (such as *Il10*, *Cst7*, *Entpd1*, and *Nt5e*) and pathways (again cytokine–cytokine receptor interaction and T_H_17 cell differentiation), previously known to regulate T_reg_ cells, were down-regulated (Fig. 5 and Fig. S5), further supporting the lost-of-function phenotypes. On the other hand, interestingly, many up-regulated genes (again none of the top 20 genes) or pathways are previously unknown to regulate T_reg_ cell function upon activation. One exception is *Bach2*, a known negative regulator of T_reg_ cell functions [43], which is up-regulated in *Rbx1*&*Sag*-deficienct T_reg_ cells (Fig. 5G). However, it is completely unknown how some up-regulated pathways, such as those involving olfactory transduction (Fig. 5I and Fig. S5E), negatively regulate T_reg_ cell functions.

Transcriptome comparison between T_reg_ cell deficiency of *Ube2m*&*Ube2f* versus *Ube2m* also showed many alterations. A list of 11 genes (e.g., *Ccr4*, *Egr2*, and *Il10*), uniquely down-regulated in double E2 null (Fig. 3C), are all known to regulate T_reg_ cell functions. Again, the pathways associated with cytokine–cytokine receptor interaction and T_H_17 cell differentiation were also down-regulated uniquely to double E2 null T_reg_ cells (Fig. 3D and Fig. S3C). Among top 20 up-regulated genes (Fig. S3A), Smad7 is the only one reported to inhibit T_reg_ cell differentiation in rheumatoid arthritis upon up-regulation by the EZH2-FOXP3-RUNX1 axis [41]. The other up-regulated genes, along with up-regulated pathways (Fig. S3B), unknown to negatively regulate T_reg_ cell functions, open a new window to study neddylation involvement in T_reg_ cell functions, for example, how up-regulation of lysosome pathway (Fig. S3B and D) contributes to the loss-of-function phenotype of T_reg_ cells.

Transcriptome comparison between T_reg_ cell deficiency of *Rbx1*&*Sag* versus *Rbx1* also showed many alterations, but to a lesser extent (Fig. 6C and Fig. S7). Down-regulation of *Cxcr3*, *Fas*, *Egr2*, and *Itch* and of cytokine–cytokine receptor interaction pathway appeared to be unique to double E3-null T_reg_ cells (Fig. 6, D and F). Among up-regulated genes and pathways (Fig. S7), *Bach2* and olfactory transduction (Fig. 6, E and G) appeared to be unique. Given a minor phenotypic difference between Rbx1/Sag double-null and Rbx1 single-null mice, these alterations are unlikely to play a major role in the loss-of-function phenotypes.

Finally, we compared the phenotypes of *Foxp3*^*Cre*^;*Ube2m*^*fl*/*fl*^; *Ube2f*^*fl*/*fl*^ (double E2-null) mice with *Foxp3*^*Cre*^;*Rbx1*^*fl*/*fl*^;*Sag*^*fl*/*fl*^ (double E3-null) mice and found that double E3-null mice suffer more severe autoimmune disorders with a shorter life span (Fig. 7A). Consistently, the transcriptional alterations caused by *Rbx1*&*Sag* deficiency in T_reg_ cells are more dramatic than those in *Ube2m*&*Ube2f*-deficient T_reg_ cells, with a more remarkable decrease of T_reg_ cell regulatory genes and down-regulation of Hippo signaling pathway (Fig. 7, D and E), which was known to play an important role in the maintenance of T_reg_ cell function [52]. Among up-regulated genes and pathways, such as olfactory transduction and metabolisms of retinol and arachidonic acid, which are unique to double E3-null (Fig. S8B and C), it is completely unknown whether and how they negatively regulate T_reg_ cell function, nor their contribution to severe phenotypes. In addition, we also identified genes and pathways unique to double E2 knockout T_reg_ cells (Fig. 7C and Fig. S9). These alterations are likely independent of inactivation of Rbx1/Sag-CRLs but involve neddylation modification of non-cullin substrates via other dual E3s for both neddylation and ubiquitylation [49–51].

It is not surprising that many changes in gene expression occur in these T_reg_ conditional knockout models, given the fact that neddylation E2/E3s are required for cullin neddylation to activate CRLs, which are responsible for ubiquitylation and degradation of ~20% cellular proteins doomed for proteasome degradation [54], thus regulating many biochemical and biological processes. Mechanistically, it is anticipated that inactivation of CRLs, resulting from depletion of neddylation E2/E3, will cause the accumulation of many cellular substrates, including (a) transcription factors and repressors, which would directly affect gene expression, and (b) other signal molecules and cell cycle regulators, which would indirectly affect gene expression. Unfortunately, given that T_reg_ cells are a rare population in vivo and no in vitro cell lines were established, it is technically challenging to define the detailed underlying mechanisms by these altered genes and pathways in our T_reg_ cell conditional knockout setting. Nevertheless, our study defined genes and pathways responsible for both neddylation-dependent and neddylation-independent roles for neddylation E2s and dual E3s.

In summary, in this study, we used mouse models of T_reg_ cell double knockout of neddylation E2s or E3s and made 3 major findings: (a) Neddylation enzymes play an absolute essential role in the maintenance of T_reg_ cell fitness and their dual disruption causes severer autoimmune phenotypes; (b) there is previously unknown functional redundancy between Ube2m and Ube2f, and to a lesser extent between Rbx1 and Sag; and (c) dual E3s Rbx1 and Sag have neddylation-dependent and neddylation-independent role. Finally, our study has sound physiological and pathological relevance to autoimmune diseases, given the fact that a variety of human autoimmune diseases, including systemic lupus erythematosus, inflammatory bowel disease, and rheumatoid arthritis, are subjected to fine regulation by CRLs [55], whose activation requires neddylation E2, UBE2M/UBE2F, and E3 RBX1/RBX2.

## Materials and Methods

### Mice

The *Foxp3YFP*-*Cre* mice (The Jackson Laboratory, no. 016959) were provided by X. Feng (Peking Union Medical College, China) [56]. The *Ube2m*-*flox*, *Ube2f*-*flox*, *Rbx1*-*flox*, and *Sag*-*flox* mice were generated previously [15,57]. The *Rag1*^*−*/*−*^ mice were obtained from GemPharmatech Co. Ltd., China (strain no. T004753).

Mice were fed in specific pathogen-free (SPF) conditions. All animal experiments were approved by the Animal Ethics Committee of Zhejiang University; animal care was provided in accordance with the principles and procedures by the regulatory standards at Zhejiang University Laboratory Animal Center.

### Flow cytometry

Peripheral lymph nodes and spleens from indicated mice were grinded into single cells. Cells were washed in phosphate-buffered saline containing 2% (w/v) fetal bovine serum and then stained with indicated antibodies for analysis of surface proteins. For intracellular proteins, cells were fixed and permeabilized with Pharmingen Transcription Factor Buffer Set (BD Pharmingen, 562574). Flow cytometry was performed on CytoFLEX LX (Beckman).

Antibodies used were listed as follows: anti-CD4 (GK1.5, eBioscience), anti-CD8α (53-6.7, BD Pharmingen), anti-CD44 (IM7, BioLegend), anti-CD62L (MEL-14, BioLegend), and anti-Foxp3 (150D, BioLegend).

### Cell sorting

The CD4^+^ T cells were isolated from the single-cell suspension of peripheral lymph nodes and spleens by Mouse CD4 T Lymphocyte Enrichment Set-DM (BD Biosciences, 558131), followed by fluorescence-activated cell sorting to purify T_reg_ cells (CD4^+^YFP^+^) and/or T_nai_ cells (CD4^+^YFP^−^CD44^lo^CD62L^hi^) with purities >99%, performed on SONY Cell Sorter (SH800S).

### In vivo suppression assay

T_nai_ cells (CD4^+^YFP^−^CD44^lo^CD62L^hi^, 4 × 10^5^) and T_reg_ cells (CD4^+^YFP^+^, 2 × 10^5^), sorted from the peripheral lymph nodes and spleens of indicated mice (8 to 12 weeks old), were administrated into *Rag1*^−/−^ mice via intraperitoneal injection as described [58]. Four weeks after the intraperitoneal injection, mouse colons were harvested and fixed by formalin, followed by H&E staining.

### Transcriptome profiling

CD4^+^YFP^+^ T_reg_ cells were sorted from the peripheral lymph nodes and spleens of indicated mice (8 to 12 weeks old). To generate enough materials, 2 to 3 mice were pooled for one sample. RNA was purified from the sorted cells with the miRNeasy Mini Kit (Qiagen, 21704). The RNAs were reverse-transcribed, amplified, and labeled (Affymetrix GeneChip Pico Kit, 703308) to achieve enough cDNAs. Then, the cDNA samples were hybridized to Clariom S Arrays, mouse (902931). The Applied Biosystems Expression Console Software 1.4 was employed to analyze the microarray datasets.

### Statistical analysis

The *P* values were calculated by Mann–Whitney test, 2-tailed unpaired Student’s *t* test, using GraphPad Prism software. Mouse survival and respective *P* values were analyzed by the log-rank test. The statistical significance was evaluated by *P* < 0.05. All error bars represent SEM (*n* ≥ 3).

## Data Availability

The microarray data generated in this study have been deposited in Gene Expression Omnibus under accession code GSE237499.

How the deposited data were processed for this re-analysis (not part of the article)

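The data were mRNA levels in CD4+YFP+ T_reg_ cells sorted from lymph nodes and spleen of *Foxp3* Cre/wt control females and of females in whose T_reg_ cells *Rbx1* and *Sag* were targeted, with 3 samples per genotype, each pooled from 2 to 3 mice aged 8 to 12 weeks and hybridised to a single Clariom S mouse array. The authors processed the arrays with Expression Console 1.4 and deposited log2 signals for 22206 probe sets. The algorithm, the annotation and the genome build are not given in the sources used here, so that no genome coordinate is reported; which genes are adjacent was taken from the RefSeq table of GRCm38.p6. The distributions of the deposited log2 values differ between arrays, and how far the authors' normalization moved one group against the other is not known.

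Probe sets were named through the platform's annotation: 19572 had 1 gene symbol, 0 had several and 2634 had none. Where probe sets shared a symbol, the one with the highest mean over the 6 arrays was kept, which left out 67 probe sets and gave 19505 genes, all of which matched a gene of the RefSeq table of GRCm38.p6. The values were otherwise used as deposited. Control and *Rbx1*&*Sag*-deficient samples were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates, two-sided, and with Benjamini-Hochberg adjustment over the 19505 genes. Fold changes are differences of mean log2 values, *Rbx1*&*Sag*-deficient minus control. Counts were also taken at the paper's thresholds, a fold change above 2 or 1.5 with an unadjusted P under 0.05.

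The 36 gene lists, the rule for naming genes and all settings not described otherwise were fixed before the data were examined. The T_reg_ function genes and the study's genes of other comparisons were taken from the paper, and the latter list also holds genes of the present comparison. The remaining lists were written from general knowledge. None is from KEGG, on which the paper's pathway names draw. Camera called both lists taken from the paper (adjusted p = 8.5e-14 and 0.0346), which is not independent evidence. The named genes are *Rbx1* and *Rnf7*, the genes the paper's text names for these cells, the 10 genes with the largest rise and the 10 with the largest fall that passed the adjusted test without overlap between groups (predicted genes and olfactory receptors left out), and up to 4 members of each described list with the smallest p. Other genes named in the text were chosen after their values were seen: *Il2ra*, *Ctla4*, *Ikzf2*, *Ccr7*, *Lgals1*, *Ckm*, *Acta1*, *Cd79a*, *Cd8a* and the Naip genes. Lists were tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 36 lists. With an estimated correlation camera called 0 of the 36 lists, against 21 with the preset value, and 5 at an unadjusted p under 0.05. Fry, which asks whether a list's genes move on balance one way and compares them with no other genes, called 21, and fgsea 1.28.0 on the signal-to-noise ratio called 19. A list's median was also set against 10000 random lists matched on mean signal in 20 bins. *Bach2* was tested with an exact two-sided permutation test as well.

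The alternatives were the methods' t-test on log2 and on linear values, an intensity trend, robust moderation and array weights in limma, median centring, quantile and cyclic loess normalization on top of the deposited values, only the 9747 genes above the median signal, all probe sets, the replicate number as a block, each array left out in turn and the other gene set tests. Centring on the median of the genes above the median signal and the neddylation list without *Rbx1* and *Rnf7* were chosen as settings after seeing the data. The fit was tested on simulated data for these 19505 genes with 200 changed genes and 3 arrays per group. It recovered 6% of the changes of 1 and 72% of those of 2 on the log2 scale, with 2 false calls. Camera recovered a shifted list in such data and called 0 of the other lists. The simulated noise was independent between genes, so this does not test false calls of lists whose genes vary together. Precision is limited by the number of arrays. Each sample is a pool of mice, so p-values measure the spread between pools.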

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

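The tests of probes for genes that T cells do not use, of cells of another type in place of most T_reg_ cells and of other CD4+ or resting T_reg_ cells were chosen only after the result was seen, and centring on the brighter genes, planned as a test, was added as a setting for the other results after the values were seen. The lists named next stood higher in *Rbx1*&*Sag*-deficient than in control arrays by camera, and the paper does not discuss them for this comparison. None of these calls held with an estimated correlation.

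Other sensory receptors, the vomeronasal, taste and trace amine receptors, had a median log2 fold change of 0.3633 over 398 genes, with 22 higher and 1 lower (0 higher and 0 lower when adjusted over the list alone), for example *Taar7f*, from 3.30 to 4.90 on the log2 scale (camera adjusted p = 1.28e-10, and adjusted p = 0.314 with an estimated correlation). Keratin-associated and cornified envelope genes had a median of 0.2517 over 126 genes, with 4 higher and 0 lower, for example *Krtap19-5* at 1.26 (camera adjusted p = 2.76e-05, and adjusted p = 0.389 with an estimated correlation). Defensins and seminal or salivary secretions had a median of 0.34 over 141 genes, with 8 higher and 0 lower (0 higher and 0 lower when adjusted over the list alone), for example *Defb50* at 1.08 (camera adjusted p = 3.89e-07, and adjusted p = 0.314 with an estimated correlation). DNA replication had a median of 0.2033 over 45 genes, with 7 higher, among them *Pole* (1.68) and *Lig1* (1.51), and 3 lower, among them *Pold4* (-2.53) (camera adjusted p = 0.0241, and adjusted p = 0.521 with an estimated correlation), a call lost without control replicate 1 (adjusted p = 0.0511) and without *Rbx1*&*Sag*-deficient replicate 2 (adjusted p = 0.305), with fry (adjusted p = 0.177) and with fgsea over all genes (adjusted p = 0.151) and over those past a fold of 1.5 (adjusted p = 0.156). Immediate early genes had a median of 1.1633 over 41 genes (camera adjusted p = 8.1e-10, and adjusted p = 0.385 with an estimated correlation). Replication-dependent histones had a median of 0.3667 over 61 genes, with 4 higher, among them *H2ac6* (1.96), and 1 lower, *H1f3* (-1.02) (camera adjusted p = 0.00258, and adjusted p = 0.521 with an estimated correlation), a call lost without control replicate 1 (adjusted p = 0.0593), with fry (adjusted p = 0.177) and with fgsea over all genes (adjusted p = 0.0953) and over those past a fold of 1.5 (adjusted p = 0.0686). Skeletal muscle genes had a median of 0.1983 over 30 genes, with 1 higher, *Pygm* (1.94), and 0 lower (camera adjusted p = 0.0393, and adjusted p = 0.314 with an estimated correlation), a call lost without control replicate 2 (adjusted p = 0.0705), with fgsea over all genes (adjusted p = 0.0953), after median centring (adjusted p = 0.0612) and after quantile (adjusted p = 0.34) and cyclic loess normalization (adjusted p = 0.334), and the keratin call was also lost after the latter normalizations (adjusted p = 0.207 and 0.196). The medians of these lists were above 0 under each scaling. Among random lists matched on mean signal, the medians of the sensory receptor, keratin and secretion lists lay at percentiles 100, 91.7 and 99.98 and that of the muscle list at 71.4, while those of DNA replication, immediate early genes and histones lay at 100. Fewer sensory receptor, keratin and secretion genes were higher after quantile (3, 2 and 2) and cyclic loess normalization (7, 3 and 3), more after centring on the brighter genes (262, 71 and 80), and more of DNA replication and histones after each of these (13 and 10, 13 and 12, and 20 and 36).

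The olfactory receptors had a median log2 fold change of 0.38, above that of all random lists of equally dim genes (percentile 100). This passed the bound set, before the result was seen, against a shift of all dim probes as the whole cause. It does not decide, because random lists do not carry the correlation between the receptor genes, estimated at 0.0764. The olfactory receptors were still called by camera after cyclic loess (median 0.17, adjusted p = 0.000483) and quantile normalization (median 0.19, adjusted p = 0.000284), which remove a trend with signal. They were not called with an estimated correlation (adjusted p = 0.314). A shift of probes for genes that T cells do not use stays open, since the families named before, which lymphocytes do not use either, stood higher too, the smallest median being 0.2517, and random lists of dim genes also hold genes that T_reg_ cells use. A rise of olfactory receptor RNA alone does not predict that those families stand higher, but the test of the shift was chosen after the result was seen and does not settle it, and a rise beside such a shift was not tested. An effect of targeting *Rbx1* and *Sag* on these genes is among the open explanations and was not tested.

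More genes were lower than higher, 79.3% of those past a fold of 2. This share was 90.8% after median centring, and 55.4% and 57.1% after quantile and cyclic loess normalization, which bring the median log2 fold change of the brighter genes from -0.40 to 0.0061 and -0.0041. Centring each array on its brighter genes gave 14.0698%, but it moves all genes of an array alike and carries that median past 0, to 0.20, so it decides nothing and the part of the authors' centring in the excess stays open. A compressed signal range of the *Rbx1*&*Sag*-deficient arrays stays open as well. Log2 fold change went down with mean signal (Spearman rho of -0.4575 across genes, which are not independent replicates). The lower genes had a median signal of 7.72 against 4.13 for all genes. Both met the bound set for compression before the result was seen. The SD of the log2 values was 3.15, 3.28 and 3.05 in *Rbx1*&*Sag*-deficient arrays and 3.37, 3.45 and 3.43 in control arrays. Of 10 groups by signal the eighth had the lowest median (-0.59) and the brightest -0.43. Compression in proportion to signal would lower the brightest genes most, but other forms need not, so this does not decide. A lower RNA content or a broad loss of transcripts in these cells would look alike on such arrays and was not tested. The T_reg_ function genes had a median log2 fold change of -3.68, and of -3.09 to -3.87 under the other scalings. The study chose these genes on these samples, so that their fall does not decide this.

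Many genes differed between the groups, and *Cxcr5* and *Cst7* of the T_reg_ function genes were among the 10 largest falls. Cells of another type in place of most T_reg_ cells are argued against, because none of 103 markers of B, myeloid, CD8+ T or natural killer, erythroid or muscle cells stood higher by more than 1.9433 (*Pygm*), less than the median fall of 3.6833 of the T_reg_ function genes. The size of that fall is of genes the study chose on these samples. *Cd79a*, *Cd8a*, *Lyz2* and *Ckm* read 3.87, 3.53, 5.01 and 4.91 in control and 3.83, 3.59, 3.10 and 4.94 in *Rbx1*&*Sag*-deficient cells. A smaller share of such cells stays open: the bound set before the result was seen was missed, since the muscle list was called (adjusted p = 0.0393, the smallest of these lists), though *Acta1* read 3.11 and 3.08, and a sort on CD4 and YFP would remove such cells. Other CD4+ T cells or a larger share of resting T_reg_ cells, which that sort would not remove if they carry YFP, cannot be told apart from a change within the cells. The naive and central memory list had a median of 0.4667, at percentile 99.98 of random lists matched on mean signal (median -0.41). Camera did not call it (adjusted p = 0.141). When adjusted over the list alone, 6 genes were higher and 2 lower. *Satb1*, *Klf2* and *Ccr7* were higher, but *Il7r* and *Ltb*, abundant in such cells, fell. The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05; the real split gave 2378 genes at an adjusted p under 0.05 from limma and the highest other 0, and 2617 and 312 genes past a fold of 2 and an unadjusted P under 0.05, so that 1 of the 10 splits, the real one, reached each real count.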

How the results depend on the processing

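Of the settings here, only centring on the brighter genes and the neddylation list without *Rbx1* and *Rnf7*, which kept its call (2.54e-05), were chosen after seeing the data. The share of lower genes moved from 79.3% to 90.8% after median centring, 55.4% after quantile normalization, 57.1% after cyclic loess normalization and 14.0698% after centring on the brighter genes, which shifted the median of all genes by -0.18, -0.03, -0.04 and 0.59. After median centring 279, 286 and 931 genes were higher at an adjusted p under 0.05, at a fold of 2 and at a fold of 1.5 (unadjusted P under 0.05 for both folds), against 527, 543 and 1897. After quantile normalization 835 were higher at a fold of 2, and 733, 1038 and 2046 were lower, against 1851, 2074 and 3537. After cyclic loess normalization 876, 1058 and 2152 were lower. After centring on the brighter genes 6966, 4208 and 9441 were higher and 910, 689 and 1249 lower, *Rnf7* turned to 0.0233 and *Lgals3* to 0.27, both not called under any setting. Over the genes above the median signal alone, 324, 357 and 687 were higher, as fewer genes were tested. The methods' t-test, which does not share the spread between genes, gave 7 and 23 higher and lower genes on log2 values and 6 and 20 on linear values after Benjamini-Hochberg adjustment. At its unadjusted threshold it gave 381 higher and 1609 lower past a fold of 2 and 1122 and 2426 past 1.5 on log2 values, and 246 and 1616, and 831 and 2542 on linear values. With it 1 (log2) and 0 (linear) of the 11 T_reg_ function genes passed, and *Rbx1* kept its change (-4.2433 and -4.2455) but no longer passed. *Bach2* passed under array weights (0.9754), quantile (1.4022) and cyclic loess normalization (1.423) and centring on the brighter genes (1.4967), against 0.90 as reported. An intensity trend, robust moderation and all probe sets kept each count within 1.5 times, and with array weights only the call of *Bach2* changed among the named genes. Leaving out each array in turn gave 76 to 1012 higher and 544 to 2611 lower genes at an adjusted p under 0.05, 495 to 895 and 1704 to 2645 past a fold of 2, 1257 to 2576 higher past a fold of 1.5, and 0.70 to 1.1883 for *Bach2*, which passed only without *Rbx1*&*Sag*-deficient replicate 3; an array fewer lowers the power of the test, and why leaving out *Rbx1*&*Sag*-deficient replicate 2 raised the counts was not tested. With the replicate block 534 genes were higher and 2010 lower, the list of the study's genes of other comparisons lost its call (0.0572), no other call of a list or named gene changed, and deviations of samples with the same number correlated at 0.0088, 0.1088 and 0.0209, so that not every sample correlated best with its own number and the samples share only a number. Of the gene lists, the cytokine list, not called at 0.586, passed after quantile (0.0428) and cyclic loess normalization (0.0462), over the genes above the median signal (0.0316), with fry (0.00336) and with fgsea over all genes (3.94e-05) and over the genes past a fold of 1.5 (1.83e-05). T_H_17 differentiation (0.00048) was lost after quantile (0.306) and cyclic loess normalization (0.34), over the genes above the median signal (0.457), with an estimated correlation (0.433), fry (0.0564) and fgsea over the genes past a fold of 1.5 (0.182). Retinol metabolism was lost at 0.123, 0.148 and 0.385 and arachidonic acid metabolism at 0.241, 0.231 and 0.385, after quantile and cyclic loess normalization and with an estimated correlation, and olfactory receptors with an estimated correlation only (0.314). The direction of lists turned, at these adjusted p values, for HIF targets (0.294 quantile, 0.244 loess, 0.274 above the median signal and 0.829 without *Rbx1*&*Sag*-deficient replicate 3, with 0.319 to 0.962 over all arrays left out in turn), the unfolded protein response (0.799, 0.777 and 0.547) and cholesterol synthesis (0.271, 0.307 and 0.457) in the same first 3 settings, oxidative phosphorylation (0.91 quantile, 0.853 loess), olfactory signal transduction (0.937 quantile, 0.954 fgsea over the genes past a fold of 1.5), p53 targets (0.457 above the median signal, 0.652 and 0.307 with fgsea over all genes and over the genes past a fold of 1.5), the Hippo pathway (0.933 and 0.553 likewise), naive and central memory genes (0.766 with fgsea over all genes), and the study's genes of other comparisons (0.361) and ribosomal proteins (0.584) with fgsea over the genes past a fold of 1.5. The causes were not tested. The B cell, CD8+ T and natural killer cell, erythroid and muscle lists kept too few genes past a fold of 1.5 for fgsea. Genes near the dim end, such as *Lgals3* and the olfactory receptors, are limited by signal over background.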

Differences from the paper's values

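The paper's text gives 641 up-regulated and 2296 down-regulated genes at a fold change above 2 and P under 0.05, and the counts here at these thresholds, 543 and 2074, lie within 1.5 times of the paper's, as do the fold change and the P of *Bach2*. Not all settings gave this. The higher genes were 381 and 246 with the methods' t-test on log2 and on linear values, 286 after median centring and 357 over the genes above the median signal. The lower genes were 1038 after quantile and 1058 after cyclic loess normalization. The unadjusted P of *Bach2* was farther than 1.5 times from the paper's with array weights (0.00457), the methods' t-test, median centring, quantile and cyclic loess normalization and each array left out, between 0.000194 and 0.0669. Taken as a pair, the counts nearest to the paper's, 650 and 2325, came with all probe sets, unnamed ones included. The higher count alone was nearest without control replicate 1, at 643.

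The paper lists *Lgals3* among the genes that went down in these cells. Here *Lgals3* was at 3.00 in control and 2.68 in *Rbx1*&*Sag*-deficient cells and did not pass (adjusted p = 0.355 from limma), while Fig. 5F shows *Lgals1*, which fell by 3.42 here (adjusted p = 0.000511 from limma). Of the paper's 12 measured T_reg_ function genes, the other 11 fell. The paper reports *Bach2* as up-regulated. Here the adjusted p was 0.0761 from limma, and the methods' t-test on linear values gave an unadjusted P of 0.0669, which matches the P printed in Fig. 5G, while limma's unadjusted P of 0.0127 is close to the P of 0.013 in the paper's text. *Bach2* passed at an adjusted p under 0.05 with array weights (0.0365), quantile (0.0156) and cyclic loess normalization (0.00944), without *Rbx1*&*Sag*-deficient replicate 3 (0.0169) and after centring on the brighter genes (0.00596), a setting chosen after seeing the values, under which 1 of the paper's 11 T_reg_ function genes that fell no longer passed. The paper reports the cytokine and cytokine receptor pathway as down-regulated. With camera the list here was not called (adjusted p = 0.586), and it was called lower with fgsea over the genes past a fold change of 1.5 (adjusted p = 1.83e-05) and over all genes (adjusted p = 3.94e-05), with fry (adjusted p = 0.00336), after quantile (adjusted p = 0.0428) and cyclic loess normalization (adjusted p = 0.0462) and over the genes above the median signal (adjusted p = 0.0316).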

Other observations

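Of 20 genes of T cell identity, 6 fell and 0 rose, among them *Thy1* (-1.86), *Ubash3a* (-1.56), *Itgal* (-1.36) and *Cd4* (-1.07), with a median of -0.65 (camera adjusted p = 0.00166, and adjusted p = 0.433 with an estimated correlation), a call lost after quantile (adjusted p = 0.184) and cyclic loess normalization (adjusted p = 0.187), over the genes above the median signal (adjusted p = 0.305) and with fgsea over the genes past a fold of 1.5 (adjusted p = 0.555). Of 23 NF-κB targets, 6 fell, among them *Cd83* (-4.65) and *Bcl2a1b* (-1.94), and 2 rose, among them *Tnfaip3*, an inhibitor of the pathway (3.81) (camera adjusted p = 0.0346, and adjusted p = 0.433 with an estimated correlation), a call lost without control replicate 3 (adjusted p = 0.0513) and without *Rbx1*&*Sag*-deficient replicates 1 and 3 (adjusted p = 0.0594 and 0.112). The NF-κB call was also lost after median centring (adjusted p = 0.0789), quantile (adjusted p = 0.747) and cyclic loess normalization (adjusted p = 0.662), over the genes above the median signal (adjusted p = 0.608) and with fgsea over all genes (adjusted p = 0.0689) and over those past a fold of 1.5 (adjusted p = 0.781). Of 29 genes of the unfolded protein and integrated stress response, 4 rose, among them *Ppp1r15a* (3.45), *Dnajb9* (2.88) and *Atf4* (1.55), and 6 fell, among them *Pdia6* (-3.31) (camera adjusted p = 0.248). Of 26 p53 targets, *Plk2* rose (4.59) and 5 fell, among them *Ddit4* (-3.41), *Ccng1* (-2.71) and *Ei24* (-1.63) (camera adjusted p = 0.424). Among random lists matched on mean signal, the medians of T cell identity and NF-κB targets lay at percentiles 7.81 and 11.4. After quantile normalization the genes higher and lower were 0 and 3 for T cell identity, 4 and 3 for NF-κB targets, 4 and 1 for the unfolded protein and integrated stress response and 1 and 3 for p53 targets, and after centring on the brighter genes 1 and 3, 6 and 4, 8 and 3, and 7 and 4.

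Targets of transcription factors that cullin-RING ligases degrade did not stand apart as lists. Of 22 targets of NRF2, 4 fell and 0 rose, among them *Hmox1* (-1.79) and *Abcc4* (-1.37) (camera adjusted p = 0.208), and of 29 HIF targets, *Ddit4* (-3.41) and *Aldoa* (-1.13) fell and 0 rose (camera adjusted p = 0.693). Of 36 genes of the Hippo pathway, *Mob1a* (-1.48) and *Lats1* (-1.58) fell and *Wwc2* (1.22) rose (camera adjusted p = 0.515). Fry called this list lower (adjusted p = 0.0224), and its direction turned upward, without a call, with fgsea over all genes (adjusted p = 0.933) and over those past a fold of 1.5 (adjusted p = 0.553). Of 33 genes of mitosis, 2 rose, among them *Nusap1* (1.32), and 2 fell, among them *Ccnb2* (-1.28) (camera adjusted p = 0.139, but 0.0422 without control replicate 2 and 0.00411 without *Rbx1*&*Sag*-deficient replicate 1, and 0.00418 over the genes above the median signal). Of 22 genes of cholesterol synthesis, *Insig1* (1.22) rose and *Sc5d* (-1.44) and *Msmo1* (-0.98) fell (camera adjusted p = 0.338). Of 63 ribosomal protein genes, *Rpl36* (1.13) and *Rps4x* (0.94) rose and *Rps27l* (-1.48) and *Rpl7l1* (-1.25) fell (camera adjusted p = 0.515). The ribosomal list was called higher after quantile (adjusted p = 0.0325) and cyclic loess normalization (adjusted p = 0.011) and over the genes above the median signal (adjusted p = 0.00241). Of 22 genes taken from the paper, mostly from its other comparisons of T_reg_ cells, 10 fell and 5 rose (camera adjusted p = 0.0346, and adjusted p = 0.433 with an estimated correlation), a call lost without *Rbx1*&*Sag*-deficient replicates 2 and 3 (adjusted p = 0.0515 and 0.0966). This call was also lost after median centring (adjusted p = 0.105), quantile (adjusted p = 0.271) and cyclic loess normalization (adjusted p = 0.288), over the genes above the median signal (adjusted p = 0.734) and with fgsea over all genes (adjusted p = 0.254), and with fgsea over those past a fold of 1.5 its direction turned (adjusted p = 0.361). The median of that list lay at percentile 5.2 of random lists matched on mean signal. The list also holds *Plk2*, *Sik1*, *Nr4a2*, *Dusp10* and *Bach2*, which the paper names for the present comparison. All of these but *Bach2* passed as higher. *Lgals1*, which Fig. 5F shows, is in the list too. Such genes were picked on these samples, so the counts and the call are not independent evidence. After quantile normalization the genes higher and lower were 1 and 1 for NRF2 targets, 2 and 1 for HIF targets, 3 and 0 for cholesterol synthesis, 5 and 0 for ribosomal proteins and 6 and 6 for the study's genes of other comparisons.

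Of the lists of other cells, 17 B cell genes had 2 lower members, *Cd79b* (-1.81) and *H2-Eb1* (-1.11) (camera adjusted p = 0.693), and 11 erythroid and platelet genes had 1 higher member, *Epor* (0.98) (camera adjusted p = 0.187). The 29 myeloid genes had 4 lower members, among them *Lyz2* (5.01 in control and 3.10 in *Rbx1*&*Sag*-deficient cells) and *Spi1* (-2.10) (camera adjusted p = 0.16). The myeloid list was called lower after quantile (adjusted p = 0.0015) and cyclic loess normalization (adjusted p = 0.00245), by fry (adjusted p = 0.0365) and by fgsea over all genes (adjusted p = 0.000404) and over those past a fold of 1.5 (adjusted p = 8.85e-05). The 16 genes of CD8+ T and natural killer cells had 3 lower members, *Nkg7* (-2.84), *Ccl5* (-2.29) and *Klrb1c* (5.03 in control and 3.03 in *Rbx1*&*Sag*-deficient cells) (camera adjusted p = 0.338), and this list was called lower after quantile normalization (adjusted p = 0.0428), by fry (adjusted p = 0.0365) and by fgsea over all genes (adjusted p = 0.00135). The adjacent genes *Naip2*, *Naip5* and *Naip6* fell by 2.95, 3.78 and 3.28, genes chosen after their values were seen and ordered by the RefSeq table of GRCm38.p6.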
